# The chromatin remodelling factor Chd7 protects auditory neurons and sensory hair cells from stress-induced degeneration

**DOI:** 10.1038/s42003-021-02788-6

**Published:** 2021-11-03

**Authors:** Mohi Ahmed, Ruth Moon, Ravindra Singh Prajapati, Elysia James, M. Albert Basson, Andrea Streit

**Keywords:** Neuroscience, Disease model

## Abstract

Neurons and sensory cells are particularly vulnerable to oxidative stress due to their high oxygen demand during stimulus perception and transmission. The mechanisms that protect them from stress-induced death and degeneration remain elusive. Here we show that embryonic deletion of the chromodomain helicase DNA-binding protein 7 (CHD7) in auditory neurons or hair cells leads to sensorineural hearing loss due to postnatal degeneration of both cell types. Mechanistically, we demonstrate that *CHD7* controls the expression of major stress pathway components. In its absence, hair cells are hypersensitive, dying rapidly after brief exposure to stress inducers, suggesting that sound at the onset of hearing triggers their degeneration. In humans, *CHD7* haploinsufficiency causes CHARGE syndrome, a disorder affecting multiple organs including the ear. Our findings suggest that *CHD7* mutations cause developmentally silent phenotypes that predispose cells to postnatal degeneration due to a failure of protective mechanisms.

## Abstract (web summary)

To improve our understanding of the mechanisms that protect hair cells in the ear from stress-induced death, Ahmed et al delete the chromodomain helicase DNA-binding protein 7 (CHD7) in auditory neurons and hair cells in mice. They observe sensorineural hearing loss and demonstrate that CHD7 controls the expression of stress pathway components, which could help to explain how CHD7 haploinsufficiency causes changes in the ear associated with CHARGE syndrome.

## Introduction

Sensorineural hearing loss (SNHL) is a common feature of CHARGE syndrome and affects 50–70% of individuals^1,2^. Mice with heterozygous *Chd7* mutations are an excellent model for CHARGE syndrome and, like humans, they exhibit SNHL^3–6^. *Chd7* plays an important role during neurogenesis both in the brain and the inner ear^5,7–12^. At embryonic day (E) 9.5-E10.5, neuronal progenitors are reduced in the inner ear of *Chd7*^*+/−*^ mutants, and Chd7 is necessary for their proliferation^5^. However, by E11.5, the number of neuronal progenitors is restored and inner ear neurons, as well as the hair cells they innervate, appear normal after birth^5,6^. Therefore, the cellular function of *Chd7* and the mechanisms underlying SNHL have yet to be elucidated.

In the cochlea, inner hair cells are responsible for sound perception, while outer hair cells modulate the sound amplitude^13^. They are innervated by type I and type II spiral ganglion neurons, respectively, which project to the auditory nuclei in the brain stem^14^. As the hair cells (and spiral ganglion neurons) lack the capacity to regenerate, oxidative stress caused by loud noise, ageing, or ototoxicity leads to cell death and permanent hearing loss^15–19^.

## Results

In mice, hair cell specification mediated by the transcription factor Atoh1 occurs between E12.5 and E16.5^20,21^. However, their development continues postnatally^20^ and they reach maturity just before the onset of hearing between postnatal day 10 (P10) and P14^22^. Chd7 is expressed in hair cells and neurons throughout embryonic and postnatal stages (Fig. 1a, Fig. S1)^3,5,6^. To investigate its function in hair cells, we deleted *Chd7* using the hair cell-specific *Atoh1*^*Cre*^ driver (*Atoh1*^*Cre/+*^*;Chd7*^*flox*^). We compared Cre-positive and Cre-negative control with *Chd7* heterozygous and homomozygous littermates. In *Atoh1*^*Cre/+*^*;Chd7*^*flox*^ mice, *Chd7* deletion was initiated in hair cells from E12.5 onwards and we confirmed loss of *Chd7* expression in the basal and middle turns of the cochlea at E16.5 (Fig. 1b). Surprisingly, hair cells appeared normal at P8 (*n* = 10/10; Fig. S2a, b) suggesting that Chd7 function may not be required for their development.

**Fig. 1:**
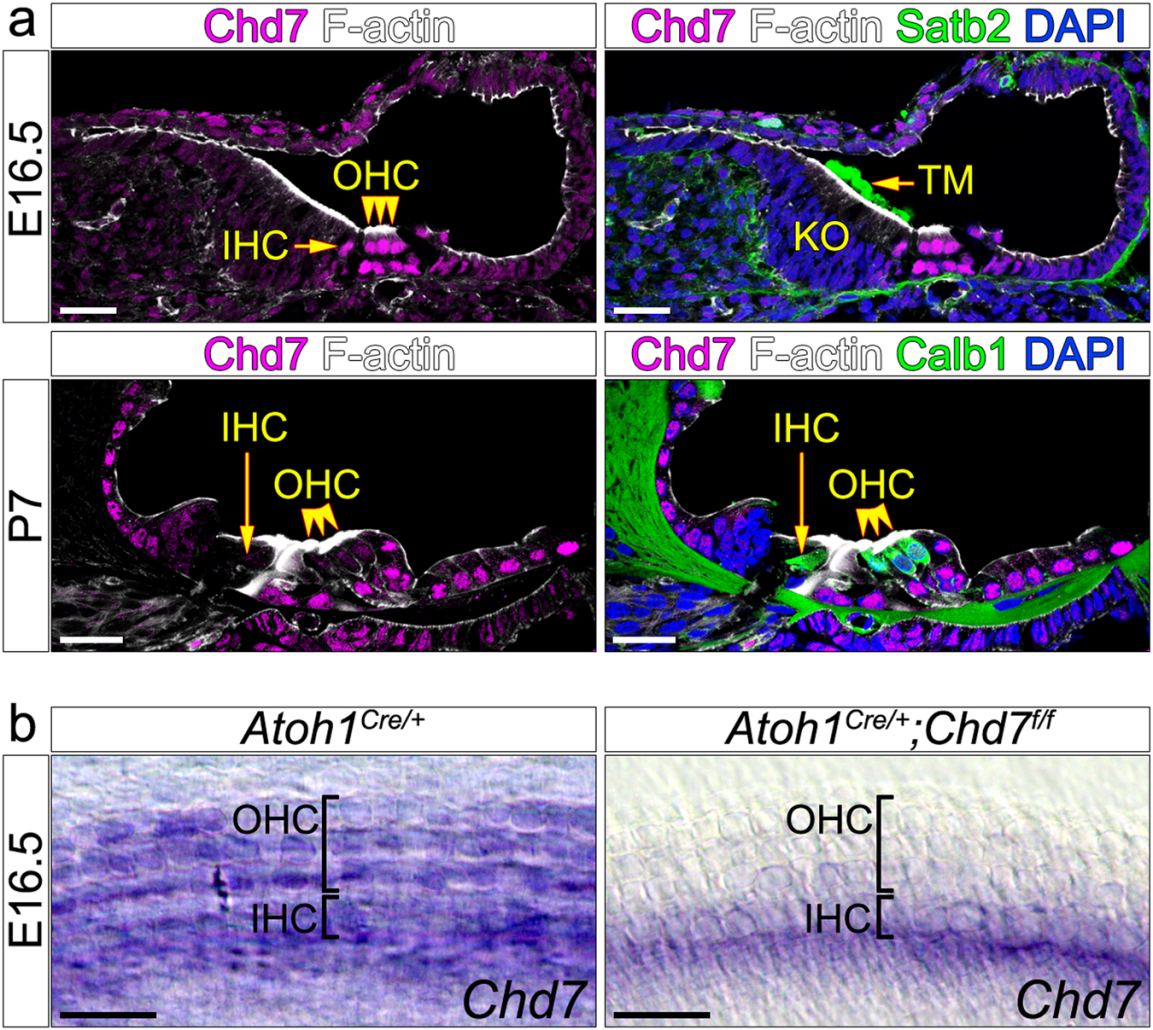
Chd7 expression in wildtype and *Atoh1*^*Cre/+*^*;Chd7*^*f/f*^ mutant organ of Corti. **a** Immunohistochemistry in wildtype cochlea showing Chd7 expression in hair cells at E16.5 and P7. Expression is weaker at P7 compared to E16.5. Hair cells are stained with F-actin and Calbindin 1. Tectorial membrane is stained with Satb2. **b** In-situ hybridisation showing loss of *Chd7* expression in *Atoh1*^*Cre/+*^*;Chd7*^*f/f*^ mutant hair cells within the middle region of the cochlea at E16.5. *Atoh1*^*Cre/+*^ or *Chd7*^*floxed*^ siblings were used as controls (indicated at the top of the panel). IHC inner hair cells; OHC outer hair cells; TM tectorial membrane. Scale bars 25 µm.

We, therefore, wished to confirm hair cell integrity and functionality in the early postnatal cochlea. A key feature of hairs cells is their ability to transform mechanical force into electrical energy that in turn elicits action potentials in spiral ganglion neurons. This requires functional mechanotransduction channels located in the hair cell stereocilia^23,24^. We visualised uptake of the styryl membrane dye FM1-43 through these channels to assess their activity. Cochleae isolated from P3 mice were exposed to FM1-43 for 30 s and imaged using confocal microscopy. Hair cells from both *Atoh1*^*Cre/+*^ (or *Chd7*^*f/f*^) control and *Atoh1*^*Cre/+*^*;Chd7*^*f/f*^ homozygous mutant mice showed robust FM1-43 uptake, indicating that mechanotransduction in mutant hair cells was relatively normal (Fig. 2a). To investigate whether mutant inner hair cells established connectivity with spiral ganglia neurons, we assessed the presence and density of ribbon synapses; there was no difference between controls and mutants at P7 (Fig. 2b, c). Together, these results suggest that although *Chd7* is deleted at embryonic stages as hair cells are specified, hair cells develop with normal morphology until the first postnatal week with intact mechanotransduction channels and neuronal connections.

**Fig. 2:**
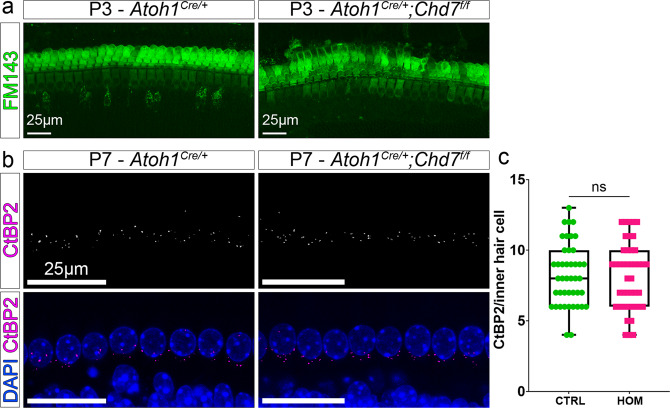
Hair cell development is not affected by Chd7 deletion. **a** Cochlear explants of control and *Chd7* homozygous mutants were treated with FM1-43 for 30 s to assess mechanotransduction. **b** CtBP2 immunohistochemistry of control and *Chd7* homozygous mutants at P7 shows that ribbon synapses at the inner hair cells are unaffected in mutants. **c** Quantification of CtBP2 puncta (ribbon synapses) per inner hair cell. CTRL = control; HOM = homozygote.

Thereafter we observed rapid degeneration of inner hair cells at P10 (*n* = 6/8) and P14 (*n* = 15/16), while outer hair cells degenerated more slowly (Fig. 3a–l, n, Fig. S2a, b). By P21, most inner hair cell nuclei were missing, pyknotic or fragmented, indicating progressive degeneration and cell death (*n* = 8/8; Fig. 3m, n, Fig. S2b). *Chd7* heterozygous mutants showed equally severe phenotypes (Fig. S2c) but at a reduced frequency (*n* = 5/24). To establish when *Chd7* function is critical during hair cell formation, we used inducible *Atoh1*^*CreERT2*^ to temporally delete *Chd7*. Tamoxifen was administered at E16, with loss of Chd7 protein, particularly in inner hair cells, evident at E18.5 (Fig. S3a, b). Unlike early embryonic *Chd7* deletion as soon as hair cells were specified, loss of *Chd7* after E16.5 did not cause postnatal hair cell degeneration (*n* = 6/6; Fig. S3c). These observations suggest that *Chd7* loss during early hair cell development predisposes cells to postnatal degeneration which leads to SNHL.

**Fig. 3:**
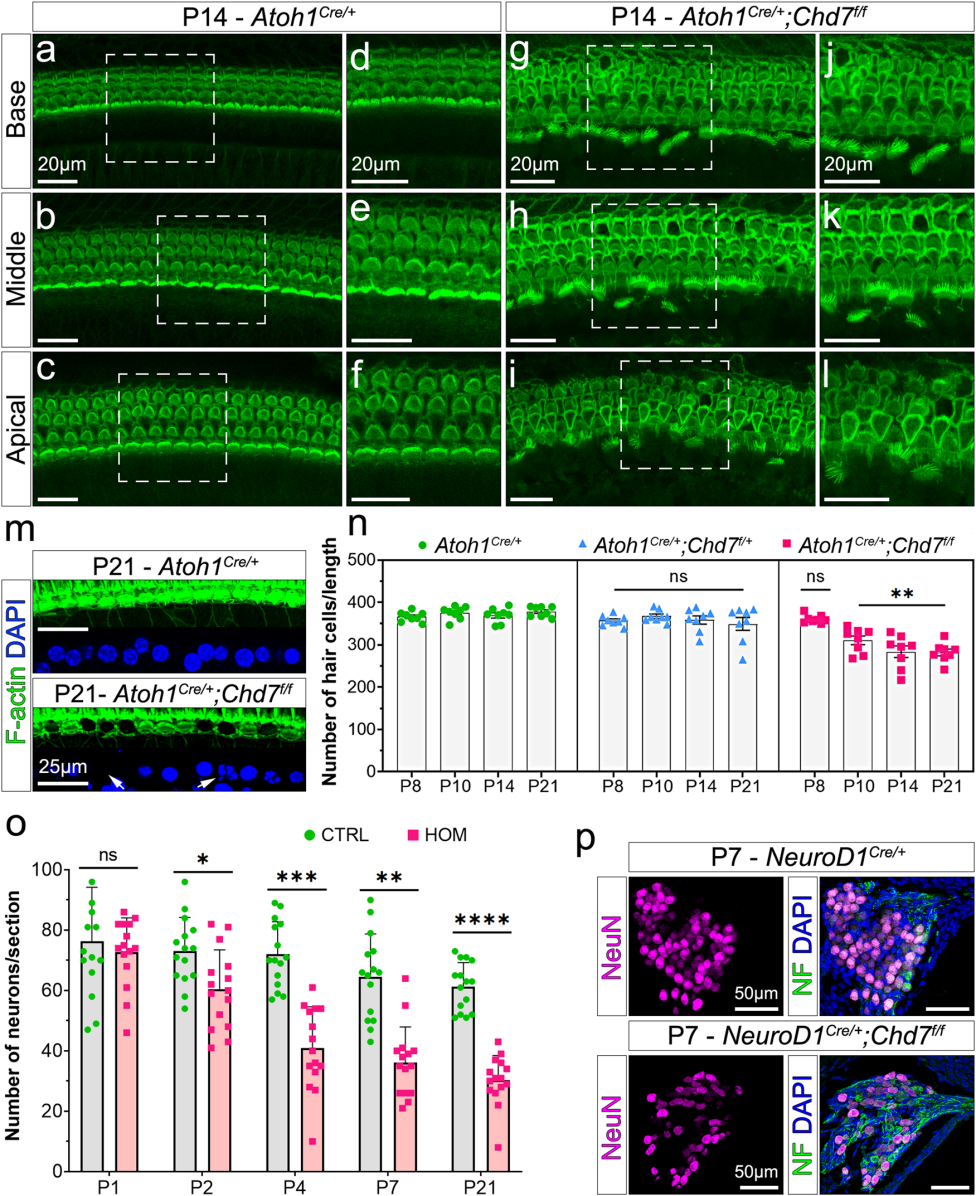
Postnatal degeneration of hair cells and neurons in *Chd7* mutants. **a**–**l** F-actin-stained hair cells in the cochlea of control (**a**–**f**) and *Chd7* homozygous mutants (**g**–**l**) at P14. Dashed boxes in **a**–**c** and **h**, **i** indicate the zoomed regions shown in (**d**–**f**) and (**j**–**l**). Scale bars = 20 µm. **m** Inner hair cells showing pyknotic, fragmented (arrow) and missing (arrow) nuclei in *Chd7* mutants at P21. Scale bars = 25 µm. **n** Average number of hair cells per 200 µm regions in base, middle and apical turns of each cochlea per animal (*n* = 8 per genotype; each animal is represented by one circle, triangle or square). Separate inner and outer hair cell quantification is provided in Fig. S2. Statistical significance was obtained by performing a nested one-way ANOVA and Dunnett’s multiple comparison test. **P-value = 0.005. **o** Average number of neurons in the spiral ganglion per section at different postnatal stages in control (CTRL) and *Chd7* homozygous mutants (HOM). Student’s *t* test, *P*-values: *= < 0.05, **< 0.005, ***= < 0.0005, ****= < 0.00005). **p** Spiral ganglia neurons stained with NeuN and neurofilament (NF) at P7 in control and mutant animals. Scale bars = 50 µm.

Postmitotic neural progenitors arise in the otic vesicle from ~E9 onwards under the control of NeuroD1 and differentiate into spiral ganglion neurons by E14.5^25–28^. However, the peripheral auditory circuit is only established in the first 10 days after birth (P0-P10), prior to the onset of hearing^14,29,30^. To assess *Chd7* function in spiral ganglion neurons, we analysed *NeuroD1*^*Cre/+*^*;Chd7*^*floxed*^ mutants. In homozygous mutants, ganglion size and neuronal numbers were indistinguishable from controls at P1 (*n* = 3/3; Fig. 3o, Fig. S4a), but neurons degenerated rapidly to 50% by P7 (*n* = 3/3; Fig. 3o, p). This phenotype was also observed in *Chd7* heterozygous mutants, although neurodegeneration occurred gradually with 50% loss by P21 (*n* = 3/3; Fig. S4b). Thus, *Chd7* controls the survival of a subset of spiral ganglion neurons. Like in hair cells, *Chd7* deletion at embryonic stages does not appear to affect neuronal development but leads to delayed neurodegeneration postnatally.

To determine whether *Chd7* deletion results in hearing loss, we measured the auditory brainstem response (ABR) of 4- and 8-week-old mutant and control animals. Most *Atoh1*^*Cre/+*^*;Chd7*^*flox*^ homozygous mutants exhibited severe-profound hearing loss across all frequencies (*n* = 6/7; Fig. 4a, Fig. S5), while only 1/7 heterozygous mutants showed a similar ABR profile (Fig. S5). In contrast, *NeuroD1*^*Cre/+*^*;Chd7*^*flox*^ mutants exhibited moderate hearing loss (*n* = 6; Fig. 4b, Fig. S6), presumably due to surviving neurons. Nonetheless, the ABR tests confirm that SNHL correlates with hair cell or neuronal degeneration.

**Fig. 4:**
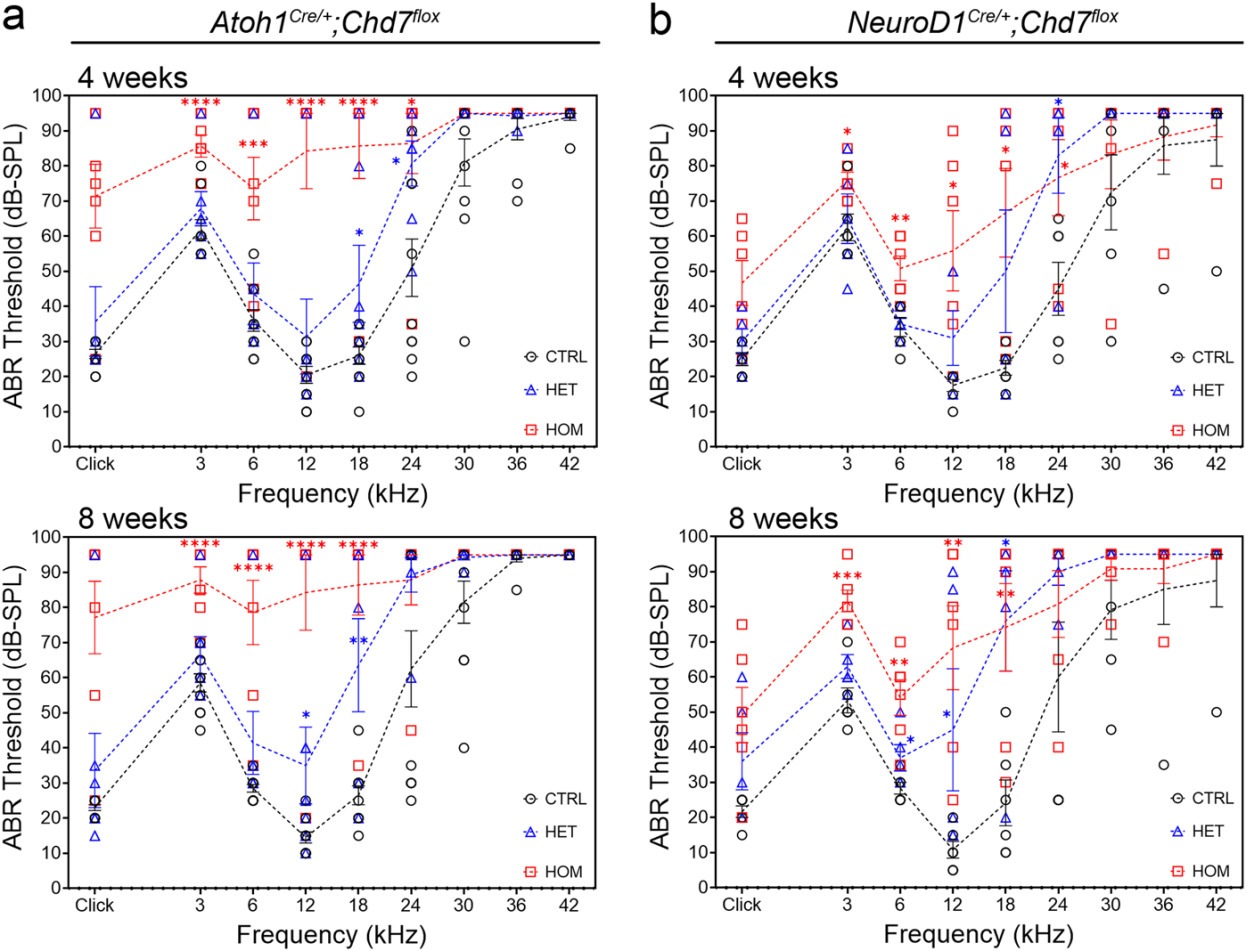
Postnatal degeneration of hair cells and neurons in *Chd7* mutants. **a** Auditory brainstem response (ABR) tests of *Atoh1*^*Cre/+*^*;Chd7*^*flox*^ mutants and controls at 4 weeks and 8 weeks reveals profound hearing loss in homozygous and mild-moderate hearing loss in heterozygous *Chd7* mutants across all frequencies. **b** ABR tests of *NeuroD1*^*Cre/+*^*;Chd7*^*flox*^ mutants and controls at 4 weeks and 8 weeks reveals mild-moderate hearing loss in homozygous mutants. Frequencies where significant threshold elevations were observed are indicated by asterisks (*P*-values: *< 0.05, **< 0.005, ***< 0.0005, ****< 0.000005). See Figs. S5 and S6 for ABR profiles of each mouse. Error bars represent the standard error of mean (see Figs. S5 and S6). CTRL = control; HET = heterozygote; HOM = homozygote.

Chd7 controls transcription through regulation of chromatin architecture^9,11^, but how it exerts its function in auditory hair cells and neurons is poorly understood. We, therefore, examined the earliest transcriptional changes resulting from *Chd7* deletion by comparing gene expression of FAC-sorted hair cells or spiral ganglia neurons from mutant and control animals (Fig. 5a, Supplementary Data 1, 4). 

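RNA was sequenced from hair cells sorted at E16.5 and from spiral ganglion neurons sorted at P4, with 6 cochleae or ganglia of 3 siblings pooled for each library. The files used here hold 3 homozygous (HOM), 3 heterozygous (HET) and 2 control (CTRL) libraries for each cell type. The authors aligned the reads to mm10 with HiSAT2, counted them per gene with featureCounts and divided the counts of each library by 1 size factor from DESeq2, separately for each comparison with controls. The deposited values are these normalized counts for 55421 genes, not divided by gene length. Every value was a whole multiple of 1 number per library, so the reads counted on each gene were recovered.
In hair cells, 19700134, 13200307 and 19781020 reads were counted on genes in the libraries labelled HOM 1, 2 and 3, 44654457, 28615052 and 35265983 in HET 1, 2 and 3, and 27894443 and 12891344 in CTRL 1 and 2. In neurons, 37926455, 34410940 and 45161110 reads were counted in HOM libraries AD008, AD009 and AD010, 44137911, 45513014 and 28615052 in HET libraries AD005, AD006 and AD007, and 39176522 and 17872765 in CTRL libraries AD001 and AD002. The library labelled HET AD007 of neurons holds the same reads as the library labelled HET 2 of hair cells in all 55421 genes, so results for heterozygous neurons are given with and without it. The 100 most abundant genes held between 64.9% and 66.5% of the reads in the homozygous hair cell libraries, between 16.9% and 23.8% in the other hair cell libraries, and between 17.7% and 21.4% in the neuron libraries. The 95% Wilson interval of these shares was at most 0.0513 percentage points wide, which covers counting error only.

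**Figure D1:**
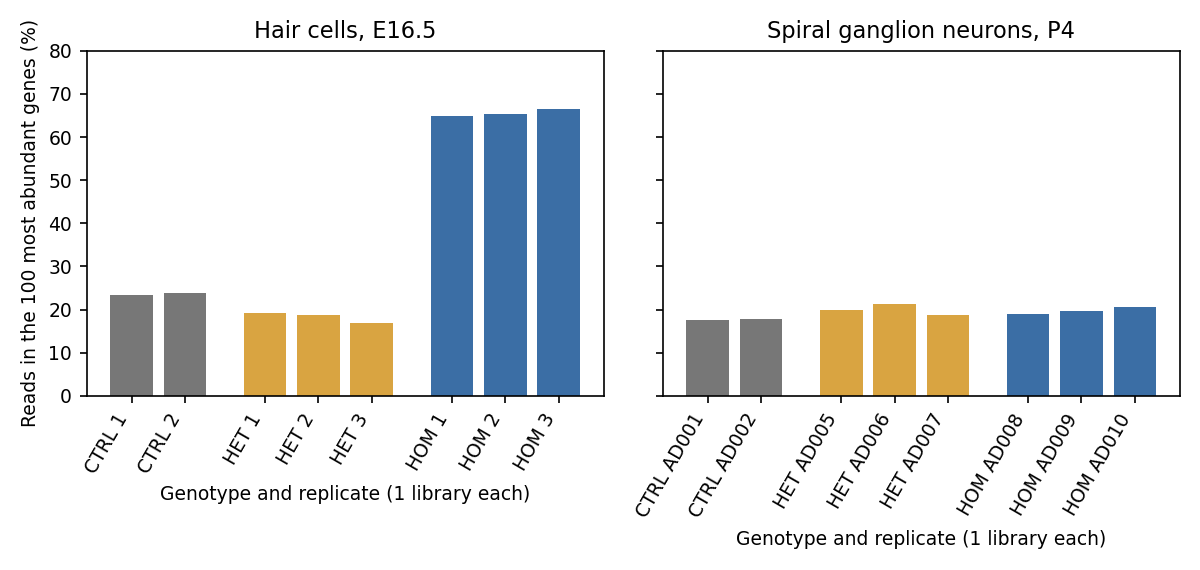
Share of the counted reads (%) held by the 100 most abundant genes, 1 bar per library, in hair cells at E16.5 and neurons at P4. The 3 homozygous hair cell libraries lie between 64.9% and 66.5%, above every other library.

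Genes with a low mean normalized count were removed by the paper's rule, applied within each comparison. Differences were tested with limma on log2 of the normalized count plus 1, for 3 mutant against 2 control libraries, and a gene was called at an adjusted p-value (FDR) of at most 0.05 and a fold change above 2. For a single gene, an exact two-sided permutation test of 3 libraries against 2 gives no p below 0.1.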

Using the non-inducible (*Atoh1*^*Cre/+*^) and inducible (*Atoh1*^*CreERT2/+*^) mediated deletion of *Chd7* enabled us to pinpoint the earliest developmental window in which Chd7 function is required (i.e., between E12.5 and E16.5). By E16.5, most hair cells have formed^20,21^; by this time point *Chd7* expression was lost in mutant cochleae. Therefore, we analysed changes in hair cell gene expression at E16.5. 

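Chd7 (ENSMUSG00000041235) lies on chromosome 4 of mm10 from 8690406 to 8867659. The libraries labelled CTRL 1 and CTRL 2 held 74 and 555 Chd7 reads, or 2.65 and 43.1 RPM (the reads of a gene scaled to all reads counted in its library). The libraries labelled HOM 1, 2 and 3 held 3.50, 1.44 and 16.0 RPM, and those labelled HET 1, 2 and 3 held 97.4, 45.0 and 96.9. Chd7 in RPM thus goes against the hair cell labels: the library labelled CTRL 1 lay below those labelled HOM 1 and HOM 3, and all 3 libraries labelled HET lay above both controls. The gap between HET 2 and CTRL 2 was small (45.0 and 43.1), and with the deposited size factors HET 2 lay below CTRL 2. The directions given for hair cells rest on the library labels. The values count reads over the whole gene and do not separate the deleted part from the rest.
The normalized count of Chd7 was 187 ± 64.8 (SD, n = 3) in the homozygous libraries and 132 ± 169 (SD, n = 2) in the controls, a log2 fold change of 1.63 (SE 1.36, adjusted p = 0.401 from limma with Benjamini-Hochberg adjustment). Scaled to library totals, the log2 fold change was -1.29, and without CTRL 1 or CTRL 2 it was -0.48 or 3.75. In the heterozygous libraries the log2 fold change was 2.47 (SE 1.26, adjusted p = 0.224 from limma), and 0.36 without CTRL 1 or 4.59 without CTRL 2. A mixture of the other hair cell libraries (HET and CTRL) and the neuron libraries was fitted to each homozygous library on randomly drawn genes. Chd7 was not kept out of this draw. The mixture predicted 79.2, 30.8 and 372 Chd7 reads in HOM 1, 2 and 3, which held 69, 19 and 317.

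**Figure D2:**
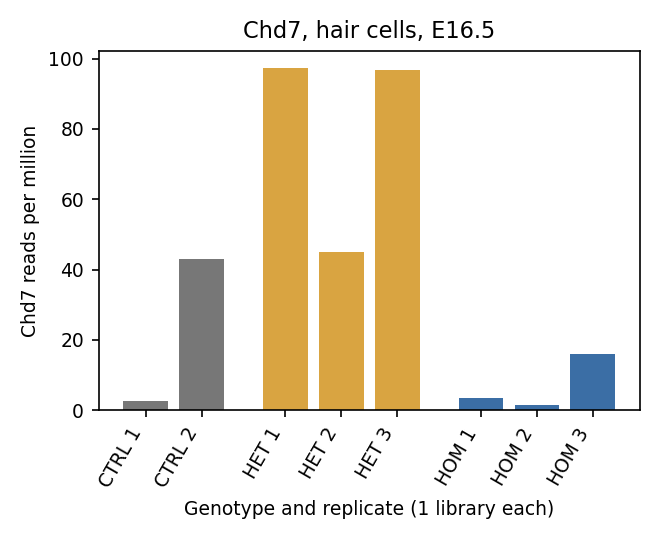
Chd7 level (RPM) in each hair cell library, 1 bar per library in the order CTRL, HET, HOM. The library labelled CTRL 1 (2.65) lies below those labelled HOM 1 (3.50) and HOM 3 (16.0).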

We were unable to determine the precise time point for Chd7 function in neurons due to the lack of an inducible *NeuroD1*^*CreERT2/+*^ transgenic line. We, therefore, chose P4 for transcriptional profiling to capture the time point when spiral ganglion neurons actively undergo cell death in mutants (Fig. 3o) and when they normally establish synaptic connections with hair cells^14,29,30^.

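In neurons, the 3 homozygous libraries held 32.4, 17.2 and 17.3 RPM of Chd7 and the controls 43.1 (AD001) and 155 (AD002), so each homozygous library lay below both controls. The heterozygous libraries AD005 and AD006 held 30.4 and 19.0, and AD007, which has the reads of a hair cell library, held 45.0. The normalized count was 738 ± 263 (SD, n = 3) in homozygous and 3169 ± 2390 (SD, n = 2) in control neurons. The log2 fold change was -1.92 (SE 0.56, adjusted p = 0.120 from limma with Benjamini-Hochberg adjustment). The controls differed from each other more than the homozygous libraries did, and the log2 fold change was -2.77 without AD001 and -1.06 without AD002. Over 14 alternatives, its adjusted p ranged from 0.000952 with DESeq2 to 0.356 with no filter on low genes. In heterozygous neurons the log2 fold change was -1.07 (adjusted p = 0.985 from limma), and its adjusted p was 0.217 without AD007.

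**Figure D3:**
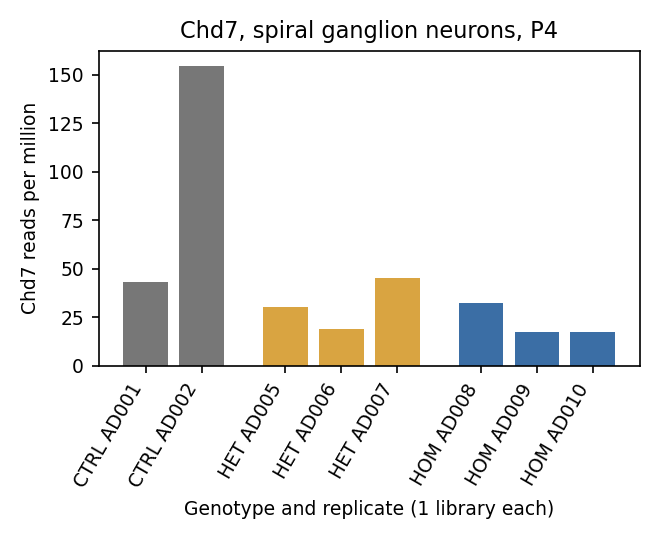
Chd7 level (RPM) in each neuron library, 1 bar per library in the order CTRL, HET, HOM. All 3 homozygous libraries (17.2 to 32.4) lie below both controls (43.1 and 155).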

**Fig. 5:**
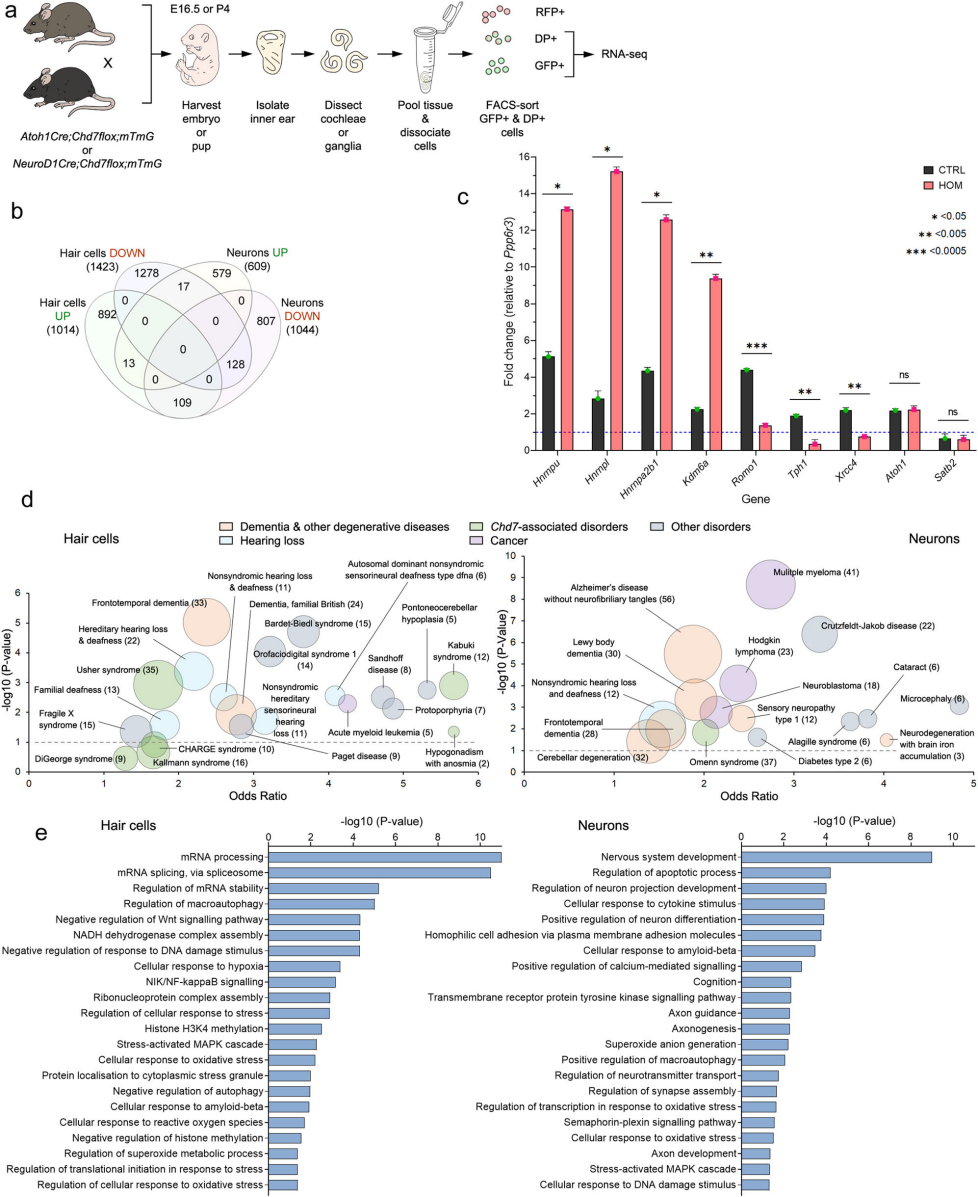
Transcriptome analysis of control and *Chd7* mutant hair cells and neurons reveals misregulation of cellular stress pathways. **a** Schematic showing the experimental approach used for RNA sequencing. DP = double positive. *n* = 6 cochleae or ganglia were pooled for RNA-seq in three independent experiments per genotype. **b** Comparison of the number of differentially expressed genes between hair cells and neurons in homozygotes. **c** qPCR expression analysis of genes in controls and homozygous FAC-sorted hair cells at E16.5. Error bars represent the standard error. *P*-values: *= < 0.05, **< 0.005, ***< 0.0005. ns = not significant. **d** Plot of Odds ratio by −log10 of the *P*-value for human diseases identified by disease ontology. Odds ratio is used to determine the relative odds of the occurrence and magnitude of disease, given exposure to the risk factor (e.g., genes). Complete disease ontology is provided in Supplementary Data 5 and 6. **e** Gene ontology for differentially regulated genes. Complete gene ontology is provided in Supplementary Data 7 and 8.

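Of the 7017 genes kept in both homozygous comparisons, limma called 1392 in hair cells and 69 in neurons, and 17 in both. By chance 13.7 shared genes would be expected (Fisher's exact test, two-sided, p = 0.361, with genes that are not independent replicates). No gene was called higher in both cell types, 7 were lower in both, 8 were higher in hair cells and lower in neurons, and 2 were the reverse. At an unadjusted p below 0.05, 99 genes were higher in both, out of 553 that passed in both. Across these 7017 genes, the log2 fold changes of the cell types had a Spearman correlation of 0.0319. DESeq2 called 384 genes in both, where 334 were expected (p = 0.000124, two-sided Fisher's exact test). At an adjusted p-value of at most 0.01, or with no filter on low genes, 0 genes were shared, and 553 and 849 passed an unadjusted p below 0.05 in both. Over 15 alternatives, the p of this test ranged from 2.95e-05 to 1. Without the hair cell library labelled HOM 3, 14 genes were shared where 3.97 were expected. Without the hair cell library labelled HOM 1 or any 1 of the 3 homozygous neuron libraries, 0 genes were shared, since no gene was called in that cell type, while between 330 and 514 passed an unadjusted p below 0.05 in both.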

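Over the 7244 genes kept in hair cells, limma called 1451 in homozygotes, of which 654 were upregulated and 797 downregulated, and 2930 genes had an unadjusted p below 0.05. Over the 13463 genes kept in neurons, 276 were called, 76 upregulated and 200 downregulated, and 3278 had an unadjusted p below 0.05. DESeq2, run on the recovered reads of the same genes, called 3148 genes in hair cells (1493 upregulated, 1655 downregulated) and 1939 in neurons (676 upregulated, 1263 downregulated). These held 1450 of the 1451 genes called by limma in hair cells and all 276 in neurons. The quasi-likelihood test of edgeR called 1127 and 741 genes.
At an adjusted p-value of at most 0.01, 0 genes were called in hair cells and 3 in neurons. Scaling to library totals gave 4411 in hair cells, and a block for the replicate number gave 0, with 1894 at an unadjusted p below 0.05. With no filter on low genes, 0 were called in neurons and 3933 had an unadjusted p below 0.05. The share of upregulated genes in hair cells was 45.1% with the deposited size factors, 8.16% with scaling to library totals, 64.2% with TMM scaling and 30.2% with a trend on GC content removed. These scalings moved the median log2 fold change of all kept genes from -0.24 to -3.21, 0.03 and -0.71. The share was 83.6% with no filter (2773 upregulated, 545 downregulated) and 74.4% with a mean of at least 10 (2950 and 1014). It was 74.2% above 4-fold (539 and 187), but 42.2% with a mean of at least 100 and 47.4% with DESeq2. The balance of 654 to 797 thus turned round with some filters and limits. In neurons the share was 27.5%, and no scaling moved it by more than 10 percentage points.
These numbers changed when single libraries were left out. Without the hair cell library labelled HOM 1, 0 genes were called and 2693 had an unadjusted p below 0.05. Without HOM 3, 427 were called, 361 upregulated and 66 downregulated (84.5% upregulated), and without HOM 2 the share was 43.6%. Without AD008, AD009 or AD010, 0 genes were called in neurons, and 2934, 2200 and 2271 had an unadjusted p below 0.05.

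**Figure D4:**
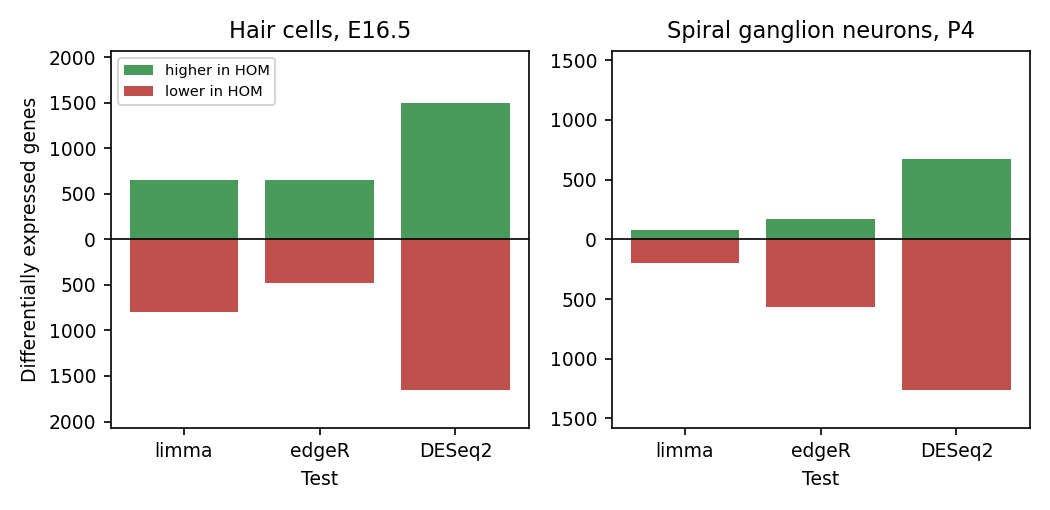
Number of genes called upregulated and downregulated in homozygotes by limma, edgeR and DESeq2, in hair cells and neurons. In hair cells limma called 654 and 797, edgeR 650 and 477, and DESeq2 1493 and 1655.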

Differential gene expression analysis revealed significant changes (FDR ≤ 0.05, fold change >2) in 2437 transcripts in hair cells and 1653 transcripts in neurons (Fig. 5b, Fig. S7a–d, Supplementary Data 1–4). We selected genes with high fold-change in expression (see Supplementary Data 2) as well as genes unaffected by *Chd7* deletion (e.g., *Atoh1*) and transcripts that are normally not expressed (e.g., *Satb2*) for validation by qRT-PCR (Fig. 5c) and protein by immunohistochemistry (Fig. S8). These results confirmed our RNAseq data. 

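In the RNA-seq data, the genes measured by qPCR were compared over 3 homozygous and 2 control hair cell libraries. Hnrnpl (ENSMUSG00000015165, chromosome 7 of mm10, 28808541 to 28822266) had a normalized count of 6782 ± 4419 (SD, n = 3) in homozygotes and 265 ± 63.2 (SD, n = 2) in controls. Its log2 fold change was 4.34 (SE 0.90, adjusted p = 0.0421 from limma). The call was lost without HOM 1, where no gene was called, without HOM 2, and with scaling to library totals (adjusted p = 0.368 from limma). Hnrnpu (ENSMUSG00000039630, chromosome 1, 178321108 to 178337797) had 33671 ± 26889 (SD, n = 3) against 2287 ± 329 (SD, n = 2), a log2 fold change of 3.31 (SE 1.16, adjusted p = 0.110 from limma). Its adjusted p over 15 alternatives ranged from 0.00103 with DESeq2 on all genes to 0.836 with scaling to library totals. Hnrnpa2b1 (ENSMUSG00000004980) and Kdm6a (ENSMUSG00000037369) had log2 fold changes of 2.25 (adjusted p = 0.270) and 2.02 (adjusted p = 0.177, both from limma). These were -0.74 and -0.97 with scaling to library totals, against the median of -3.21 for all genes. DESeq2 called all 4 genes upregulated, with adjusted p between 1.63e-06 and 0.0307.
Xrcc4 (ENSMUSG00000021615, chromosome 13, 89774027 to 90089608) had a normalized count of 93.4 ± 13.8 (SD, n = 3) in homozygotes and 494 ± 64.2 (SD, n = 2) in controls. Its log2 fold change was -2.39 (SE 0.26, adjusted p = 0.0208 from limma). Tph1 (ENSMUSG00000040046) and Romo1 (ENSMUSG00000067847) had log2 fold changes of -3.45 (adjusted p = 0.0208) and -1.68 (adjusted p = 0.0282, both from limma). All 3 calls were lost without HOM 1, where no gene was called, and that of Romo1 also without HOM 3. In each homozygous library, the reads of Xrcc4 were no more than a mixture of the other hair cell and neuron libraries predicted, and 15.4% of the exon length of Romo1 overlaps another gene.
Atoh1 (ENSMUSG00000073043, chromosome 6, 64729125 to 64731245) had 212 ± 29.2 (SD, n = 3) against 246 ± 16.6 (SD, n = 2), a log2 fold change of -0.22 (SE 0.25, adjusted p = 0.520 from limma), and 0.05 with TMM scaling. It held 4.57, 2.20 and 12.9 RPM in HOM 1, 2 and 3 and 54.9 and 40.1 in CTRL 1 and 2. With scaling to library totals, which moved the median of all genes to -3.21, its adjusted p was 0.0358 from limma. The Atoh1 reads in HOM 1 and HOM 2, 90 and 29, lay near the 88.9 and 31.0 that the mixture predicted. HOM 3 held 255 where 306 were predicted.

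**Figure D5:**
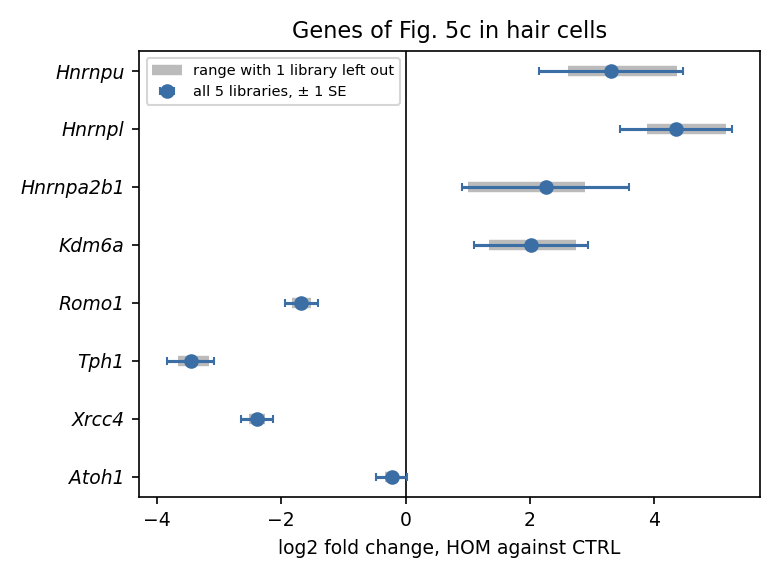
Log2 fold change in homozygous against control hair cells for 8 genes of Fig. 5c, with points and error bars (±1 SE) from all 5 libraries and grey bars for the range with 1 library left out. The points of Hnrnpa2b1 and Kdm6a, positive here, are negative with scaling to library totals, which moves the median of all genes to -3.21.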

Analysis of Disease Ontology terms for all differentially expressed genes showed enrichment of *Chd7*-associated syndromes as well as hearing loss. Surprisingly, there was also a strong association with neurodegenerative diseases including dementia (Fig. 5d, Supplementary Data 2, 4, 5, 6) pointing towards a common mechanism underlying these conditions.

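Lists of genes were fixed before the data were examined and set against all other kept genes. In homozygous hair cells, 24 of 141 genes of RNA-binding families were called by limma (14 upregulated, 10 downregulated), or 17.0%, against 20.1% of the other genes. The odds ratio was 0.816 (two-sided Fisher's exact test, p = 0.397, adjusted p = 0.596 over 6 lists by Benjamini-Hochberg), and 12 genes were called when adjusted over the list alone. The adjusted p of this test ranged from 0.000144, with scaling to library totals and an odds ratio of 0.483, to 1 over 11 alternatives. Without HOM 3 the odds ratio was 1.22. The median log2 fold change of the list was 0.46, and 0.70 relative to all genes, which lay at percentile 97.6 of 10000 random lists matched on mean expression. That mean includes the homozygous libraries, and so the change itself. Matched on the heterozygous libraries, which are not compared here, it lay at percentile 99.98. The camera test of limma gave the list an adjusted p of 0.0873, or 0.371 when the correlation was estimated, and fry gave 0.0594. Of the 141 genes, 12 are shown in Fig. 6, and without these 12 the odds ratio was 0.729 and the median 0.31.
The hnRNP family, 20 genes that all belong to that list, had a median of 2.26 (2.51 relative to all genes), at percentile 75.5 of its random lists, or 99.98 matched on the heterozygous libraries. Of these, 4 were called upregulated, and 7 adjusted over the list alone. Without the 12 hnRNP genes that the study picked for Fig. 6, the median of the other 8 was 0.02, but the 12 were picked as upregulated in these libraries, so such a gap would arise in any case. The unadjusted p of the family was 0.000591 with camera, 0.160 with an estimated correlation and 0.0312 with fry.
Of the 5 stress lists, 6 of 49 stress granule genes, 10 of 38 oxidative stress genes, 3 of 22 autophagy genes, 9 of 54 heat shock genes and 9 of 30 DNA repair genes were called in hair cells. Their odds ratios were 0.555, 1.43, 0.630, 0.797 and 1.72, with adjusted p between 0.596 and 0.612 (Fisher's exact test, Benjamini-Hochberg). Adjusted over the list alone, 4, 12, 1, 7 and 9 genes were called. Of these genes, 4, 3, 2, 0 and 2 are shown in Fig. 6, and 10 of the 49 stress granule genes are also in the RNA-binding list. Without HOM 3 the odds ratio of the stress granule list was 2.69, and without HOM 1 no odds ratio could be computed. With fry, the oxidative stress (adjusted p = 0.0381), autophagy (0.0336) and heat shock lists (0.0336) passed the threshold, all towards lower expression, and none passed with camera or an estimated correlation. In the order above, the medians of the 5 lists were 0.71, -0.34, -0.24, -0.60 and -0.44. They lay at percentiles 99.68, 22.3, 43.9, 2.15 and 30.6 of random lists matched on the heterozygous libraries. The stress granule list thus lay towards higher expression, and the autophagy list lay near the median of all genes (-0.24).
In homozygous neurons, limma called 0 of 175 genes of RNA-binding families (adjusted p = 0.323, Fisher's exact test, Benjamini-Hochberg), and 33 had an unadjusted p below 0.05. Their median was -0.15, at percentile 0.03 of the random lists (0.01 matched on AD005 and AD006), with an adjusted p of 0.183 from camera and 0.000237 from fry. With limma, the hnRNP family had 0 calls of 20, 3 genes with an unadjusted p below 0.05 and a median of -0.33. DESeq2 called its member Hnrnpf lower (adjusted p = 0.00342). Over 8 alternatives, the odds ratio of the RNA-binding list ran from 0 to 0.764. Of the stress lists, limma called 1 of 60 oxidative stress genes and 1 of 53 DNA repair genes. It called 0 of 59 stress granule, 37 autophagy and 72 heat shock genes, of which 7, 6 and 12 had an unadjusted p below 0.05. Adjusted over the list alone, 2 oxidative stress genes and 1 DNA repair gene were called, and 0 genes of the other lists.
Lists not named by the paper were tested the same way. In homozygous hair cells, 5 of 82 ribosomal protein genes were called (odds ratio 0.257, adjusted p = 0.00214 over 3 lists by Fisher's exact test and Benjamini-Hochberg), 7 of 34 proteasome genes (odds ratio 1.04, adjusted p = 1) and 24 of 87 respiratory chain genes (odds ratio 1.53, adjusted p = 0.120). In neurons, 0 of 84, 2 of 37 and 0 of 93 were called, and 2, 2 and 5 genes had an unadjusted p below 0.05. Adjusted over the list alone, 0, 10 and 27 genes of these lists were called in hair cells and 0, 2 and 0 in neurons. In hair cells the medians were 0.69, -0.79 and -0.58, at percentiles 1.75, 0.58 and 1.88 of their random lists, and 99.86, 0.08 and 0.28 matched on the heterozygous libraries, so the place of the ribosomal proteins turned round with the matching. The unadjusted p of camera was 0.237, 0.0451 and 0.00471, with an estimated correlation 0.278, 0.355 and 0.136, and that of fry 0.925, 0.0109 and 0.00154. In neurons the medians were -0.01, 0.11 and 0.34, at percentiles 2.21, 44.5 and 99.95, and 0.87, 28.9 and 99.3 matched on AD005 and AD006. There the unadjusted p of camera was 0.934, 0.560 and 4.10e-07, with an estimated correlation 0.986, 0.895 and 0.253, and that of fry 0.916, 0.957 and 0.0361. The trend on GC content in neurons (Spearman correlation 0.362) stays open as a source of these medians too.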

Gene Ontology terms for RNA processing and stress pathways were strongly associated with all differentially expressed genes (Fig. 5e, Supplementary Data 3, 4), while RNA-binding proteins were among the most prominent transcripts deregulated by *Chd7* deletion (Fig. 6a, b). Interestingly, previous reports showed that Chd7 binds to many of their promoters in neuronal progenitors (Fig. S7e, Supplementary Data 9; ref. ^7^) suggesting that they may be direct Chd7 targets. RNA-binding proteins are critical regulators of cellular stress, controlling the assembly and disassembly of stress granules^31–33^. As transient membrane-less compartments, they assemble in the cytoplasm under oxidative stress conditions to allow cells to survive, while their prolonged persistence triggers apoptosis^31–35^. The metabolic demands of sound detection and amplification elicits oxidative stress in neurons and hair cells that causes cell death unless tightly regulated^16,36^. We, therefore, tested the hypothesis that *Chd7* mutant hair cells are hypersensitive to oxidative stress by exploiting a cochlear explant system in which oxidative stress can be induced by treatment with aminoglycosides^37–39^. When P6 control explants from *Atoh1*^*Cre/+*^*;mTmG* mice were exposed to gentamicin for 5 h (100 µM), hair cells were intact along the entire length of the cochlea, as were untreated *Atoh1*^*Cre/+*^*;Chd7*^*f/f*^ homozygous mutant hair cells (*n* = 5/5 each; Fig. 7a, b). In contrast, gentamicin treatment of *Atoh1*^*Cre/+*^*;Chd7*^*f/f*^ mutant explants resulted in a reduction of hair cells by more than 50% across all regions of the cochlea (*n* = 6/6; Fig. 7a, b). These findings show that *Chd7* mutant hair cells are hypersensitive to oxidative stress, causing degeneration in response to stress inducers. Thus, in vivo sound exposure at the onset of hearing may trigger cell death in Chd7-deficient hair cells. Our data suggest that SNHL in CHARGE syndrome may partly be due to misregulation of RNA-binding proteins as key regulators of stress granules thereby altering the response of neurons and hair cells to normal sound.

**Fig. 6:**
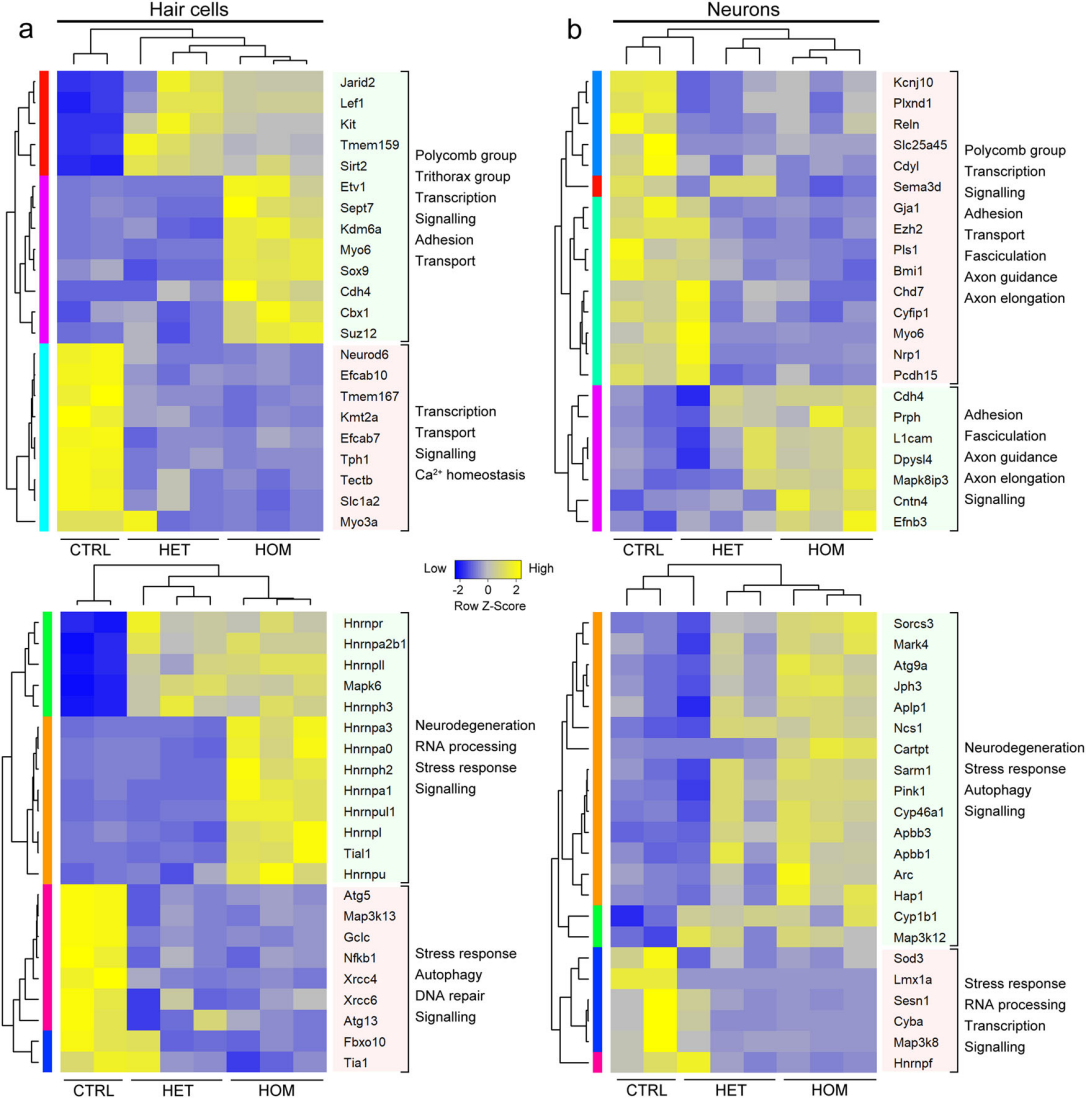
Chd7 regulates RNA-splicing and stress pathway genes. **a** Heatmap of representative functional categories of differentially expressed genes in hair cells. **b** Heatmap of representative functional categories of differentially expressed genes in neurons. Highlighted blocks of genes: green = upregulated; red = downregulated.

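All genes of Fig. 6 were among the kept genes of their cell type. Of the 26 genes shown as upregulated in hair cells, all 26 had a positive log2 fold change, with a median of 3.31 and a range from 1.21 to 7.78. With scaling to library totals 15 were higher and 11 lower, and all 26 lay above the median of all genes. The thresholds were passed by 10 of them with limma, by 26 with DESeq2, and by 16 adjusted over the list alone, which is not independent evidence because the genes were chosen on these libraries. Of the 18 genes shown as downregulated in hair cells, 15 were called (all but Nfkb1, Tia1 and Xrcc6) and 18 adjusted over the list alone, with a median of -2.24 and a range from -3.45 to -1.02. DESeq2 called 17 of these, all but Tia1. Without the library labelled HOM 1, 0 genes of either block were called, though 17 and 16 had an unadjusted p below 0.05, and without HOM 3, 8 and 6 were called.
Of the 23 genes shown as upregulated in neurons, limma called Cartpt, Cyp46a1 and Hap1, with 23 genes adjusted over the list alone, a median of 1.65 and a range from 1.06 to 5.32. DESeq2 called 22, all but Prph. Of the 21 genes shown as downregulated in neurons, limma called Gja1, Pls1, Myo6, Nrp1 and Lmx1a, with 20 genes adjusted over the list alone, a median of -1.90 and a highest log2 fold change of -1.04. DESeq2 called 20, all but Pcdh15. Without AD008, AD009 or AD010, 0 genes of either block were called, while between 20 and 22 of the 23 and 20 or 21 of the 21 had an unadjusted p below 0.05.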

**Fig. 7:**
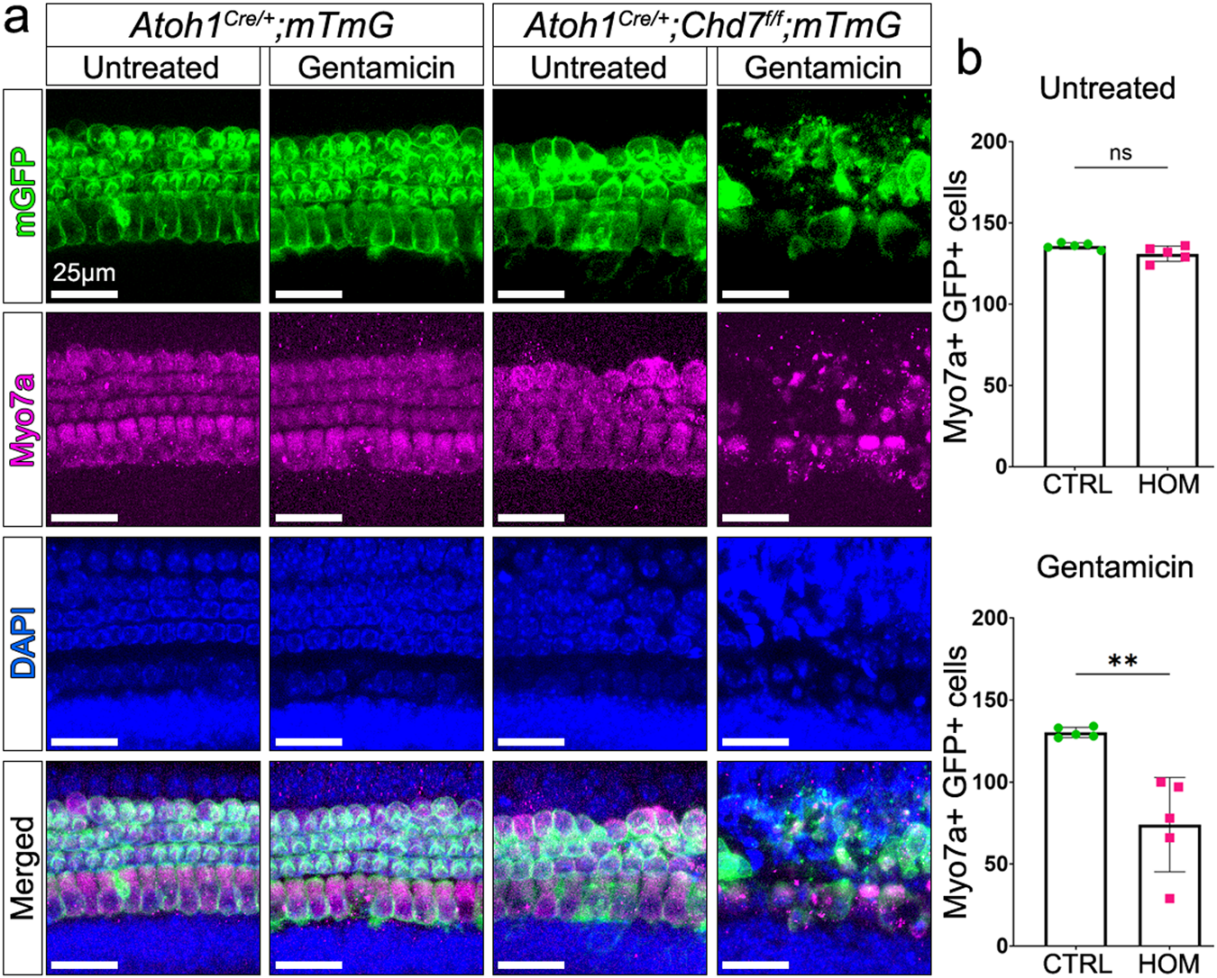
*Chd7* mutant hair cells are hypersensitive to stress. **a** Cochlear explants of control and *Chd7* homozygous mutants were treated with gentamicin to induce oxidative stress. Rapid hair cell death is observed in mutants within 5 h whereas control hair cells and untreated mutant hair cells survive. Green = Cre recombined cells expressing membrane GFP, magenta = all hair cells stained with Myo7a, blue = DAPI stained nuclei. **b** Quantification of Myo7a+ and GFP+ hair cells per 200 µm region in untreated and treated explants in both controls (CTRL) and mutants (HOM). Two-tailed unpaired *t* test shows the significant difference between mutant and control. *P*-value = 0.0025. Scale bars = 25 µm.

## Discussion

In humans, *CHD7* haploinsufficiency is the major cause of CHARGE syndrome, a complex developmental disorder associated with growth retardation and defects of the eye, heart, genitals and the ear^1,2^. 50–70% of CHARGE patients present with sensorineural hearing loss, however, the cellular and molecular mechanisms involved are poorly understood. Here we demonstrate that Chd7 plays an essential role in the survival of neurons and hair cells in the murine inner ear. Deleting Chd7 at early developmental stages, when hair cells or neurons are being specified and start to differentiate, does not result in overt developmental phenotypes but rather has longlasting effects on their ability to survive postnatally. What are the underlying molecular mechanisms? Other members of the Chd family are important components in DNA damage response and repair pathways; relocating dynamically to sites of DNA damage, they play critical roles in cell survival^40–43^. The fact that Chd7 function is critical during early embryonic development long before hair cell and neuronal degeneration argues against a direct role for Chd7 in these programmes. It is more likely that Chd7 is required to maintain an epigenomic state that allows a balanced response when exposed to oxidative stress. In support of this idea, we show that loss of Chd7 predisposes embryonic cells to cell death. In the absence of Chd7 function, hair cells are hypersensitive to oxidative stress and key components of these stress response pathways are misregulated. In neuronal progenitor cells, their promoters are occupied by Chd7 suggesting that embryonic loss of Chd7 leads to prolonged epigenomic changes, ultimately preventing the execution of efficient survival programmes necessary to counter oxidative stress. Our findings, therefore, provide a possible explanation and molecular mechanism for SNHL in CHARGE syndrome patients and may pave the way for new therapeutic interventions.

A recent study corroborates our finding that *Atoh1*^*Cre/+*^*;Chd7*^*f/f*^ mutant hair cells develop with seemingly normal morphology at early postnatal stages^44^. We show that from the second postnatal week when hair cells begin to dectect sound and encounter oxidative stress^14,18,19,29,30,35,39^, they rapidly degenerate. While a critical role for Chd7 in promoting neural progenitor expansion has been demonstrated using *Neurog1*^*Cre/+*^*;Chd7*^*f/f*^ mutants, the deletion of Chd7 using *Shh*^*Cre/+*^ in maturing spiral ganglion neurons has no effect on their ongoing development, at least until P1^44^. Whether abnormalities in spiral ganglion neurons arise thereafter is unknown. Our results show that despite normal morphology at P1 in *NeuroD1*^*Cre/+*^*;Chd7*^*f/f*^ mutants, rapid neurodegeneration is observed between P2-P7. This is a crucial and metabolically demanding period for neurons as they establish synaptic connections with hair cells and refine their activity in preparation for the onset of hearing (i.e., P10+)^14,29,30^.

Single-cell transcriptomic data reveal that type I spiral ganglion neurons can be divided into molecularly distinct subtypes^45–47^. Identifying whether specific subtypes undergo neurodegeneration following Chd7 deletion and gaining insights into the disruption of tonotopy may guide improvements in cochlear implants for CHARGE syndrome patients. Interestingly, ~50% of *NeuroD1*^*Cre/+*^*;Chd7*^*f/f*^ mutant spiral ganglion neurons escape degeneration. 

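Fig. 6b lists genes of axon guidance, axon elongation and fasciculation in neurons at P4. Among the downregulated ones, Nrp1 (ENSMUSG00000025810, chromosome 8 of mm10, 128358604 to 128503363) had a normalized count of 944 ± 129 (SD, n = 3) in homozygous and 3511 ± 21.7 (SD, n = 2) in control neurons. Its log2 fold change was -1.90 (SE 0.25, adjusted p = 0.0362 from limma), and from -2.01 to -1.83 with 1 library left out. The call was lost without any 1 of the 3 homozygous libraries, as all calls in neurons were, so this loss is not specific to Nrp1. Sema3d (ENSMUSG00000040254) and Plxnd1 (ENSMUSG00000030123) had log2 fold changes of -1.64 (SE 0.32, adjusted p = 0.0653) and -1.77 (SE 0.60, adjusted p = 0.151, both from limma), with no overlap between the groups. Reln (ENSMUSG00000042453) had -1.84 (SE 0.84, adjusted p = 0.241 from limma), its groups overlapped, and it ranged from -2.96 to -0.73 with 1 library left out.
Among the upregulated ones, Cdh4 (ENSMUSG00000000305), L1cam (ENSMUSG00000031391), Cntn4 (ENSMUSG00000064293), Efnb3 (ENSMUSG00000003934), Dpysl4 (ENSMUSG00000025478) and Prph (ENSMUSG00000023484) had log2 fold changes of 1.16, 1.36, 1.77, 1.65, 1.14 and 2.13. Their adjusted p lay between 0.0781 for Cntn4 and 0.196 for Prph (limma with Benjamini-Hochberg adjustment). The groups of Prph overlapped, and those of the other 5 genes did not, which happens by chance in 0.1 of all splits in each direction. DESeq2 on the kept genes called 9 of the 10 genes, all but Prph, with adjusted p from 3.74e-12 for Nrp1 to 0.0464 for Plxnd1, and on all genes Prph had an adjusted p of 0.0148. With no filter on low genes, their adjusted p from limma lay between 0.166 for Nrp1 and 0.552 for Reln.

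**Figure D6:**
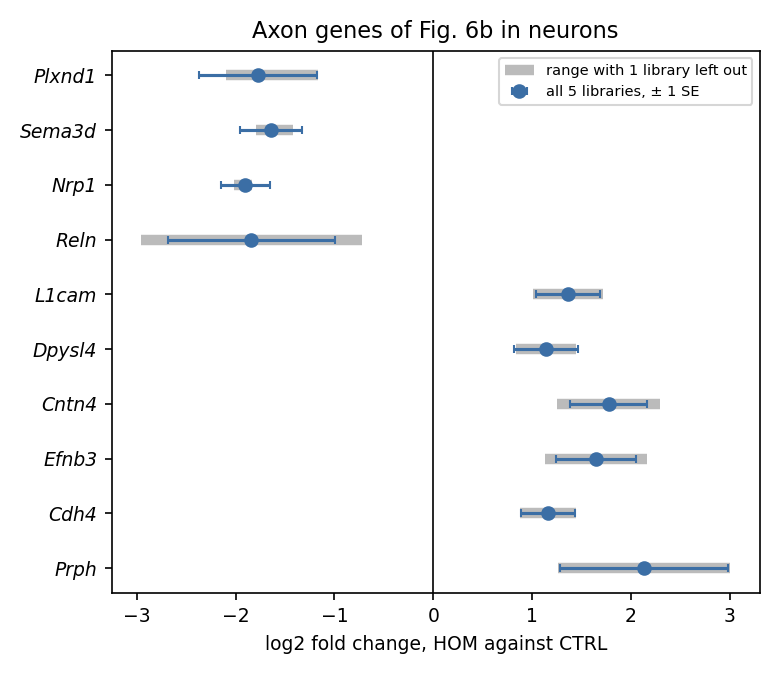
Log2 fold change in homozygous against control neurons for 10 genes of Fig. 6b, with points and error bars (±1 SE) from all 5 libraries and grey bars for the range with 1 library left out. Nrp1 has the narrowest range, from -2.01 to -1.83, and Prph and Reln lie among the widest.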

Although neurons project to the cochlear epithelium and navigate towards hair cells, our transcriptomic data indicate that subtle axonal phenotypes may contribute to hearing loss since a number of genes encoding proteins involved in axon guidance, axon elongation and fasciculation are altered in the mutants.

In summary, Chd7 emerges as a key coordinator of cellular stress proteins. Its embryonic deletion leads to an imbalance in stress pathways that does not affect the normal development of neurons or hair cells. Axons navigate towards hair cells and ribbon synapses are correctly established. However, as cells mature and encounter environmental stress, they begin to degenerate. Our findings suggest that some neurodegenerative diseases arise from neurodevelopmental abnormalities that go undetected, and that SNHL may be an early indicator for these conditions.

## Methods

### Animals

The *Atoh1*^*Cre*^ *(*B6.Cg-Tg(Atoh1-cre)1Bfri*)*^48^*, Chd7*^*flox*^ *(*B6.tm1c(EUCOMM)Wtsi*)*^8^ and *NeuroD1*^*Cre*^ (B6.Cg-Tg(NeuroD1-cre)RZ24Gsat^49^ mice were maintained on a C57BL/6J genetic background. The *mTmG (tm4(ACTB-tdTomato,-EGFP)Luo)*^50^ mice were maintained on a 129S6/SvEv background. The *Atoh1*^*CreERT2*^ (Tg(Atoh1-cre/Esr1*)14Fsh, JAX #007684) used in Fig. S4 was maintained on an FVB/NJ background. The *Chd7*^*floxed*^ mice were crossed with the relevant Cre/reporter lines and backcrossed to C57BL/6J for three generations. All mice were maintained in either C57BL/6J or mixed genetic background. For tamoxifen-induced Cre recombination, a single dose of 20 mg/ml tamoxifen (Sigma, T5648) dissolved in corn oil (Sigma, C8267) was administered to pregnant *Atoh1*^*CreERT2*^;*Chd7*^*flox*^*;mTmG* dams (80 mg/kg of body weight) by intraperitoneal injection. To minimise abortion, 10 mg/ml of progesterone (Sigma: P0130) was simultaneously administered at half tamoxifen dose (40 mg/kg of body weight). One injection gave a consistent recombination efficiency of 95–99%. Upon Cre-mediated recombination, targeted cells expressed membrane GFP. All animal work was performed in accordance with UK Home Office regulations. Experiments were performed on male and female littermates maintained in the same environment to avoid bias. Animals were randomly allocated to experimental groups.

### Immunohistochemistry

Dissected inner ear tissue was fixed in 4% paraformaldehyde (PFA) in phosphate-buffered saline (PBS) and processed for whole-mount immunostaining or frozen sectioning. For whole-mount immunostaining, following permeabilisation with 0.2% Triton X-100/PBS (3 × 10 m) and blocking with 0.2% Triton X-100/5% serum/PBS (1 h), the cochleae were incubated overnight at 4 °C in primary antibodies and then washed in 0.2% Triton X-100 (3 × 10 m). Fluorescent secondary antibodies were applied for 1 h at room temperature. After staining with DAPI, the cochleae were washed extensively prior to mounting onto slides in 50% glycerol/PBS. For immunostaining on cryoprotected sections, following washes in PBS (2 × 10 m), permeabilisation in 0.1% TritonX-100/PBS (1 × 10 m) and blocking in 0.1% TritonX-100/5% serum/PBS (30 m), sections were incubated overnight at 4 °C with primary antibodies. After several washes in 0.1% TritonX-100/PBS, the sections were incubated for 1 h at room temperature with fluorescent secondary antibodies, subsequently washed in PBS, stained with DAPI and mounted onto slides with 50% glycerol/PBS. Primary antibodies used were: rabbit Myo7a (1:1000, Proteus, 25-6790); rabbit NeuN (1:1000, Abcam, ab177487); mouse NF-M (1:200, ThermoFisher Scientific, 13-0700); rabbit Sptbn1 (1:500, Bethyl Laboratories, A300-936A); rabbit Lmx1a (1:100, Abcam, ab139726); rabbit Epha3 (1:100, St John’s Laboratory, STJ110712); mouse Calbindin (1:50, Abcam, ab82812); mouse Parvalbumin (1:100, Sigma, P3088); mouse Satb2 (1:100, Abcam, ab51502); rabbit Chd7 (1:100, ThermoFisher Scientific, PA5-72964); mouse CtBP2 (1:100, BD Biosciences, 612044). Secondary antibodies were: goat anti-rabbit Alexa Fluor 635 (1:500, Invitrogen, A31576); goat anti-mouse Alexa Fluor 488 (1:1000, Invitrogen, A11001). F-actin were stained with Phalloidin 488 (1:1000, Invitrogen, A12379) or 546 (1:500, Invitrogen, A22283).

### In-situ hybridisation

E16.5 inner ears were fixed in 4% PFA overnight at 4 °C followed by cochlea dissection in DEPC-treated PBS. In-situ hybridisation was performed using dig-labelled mouse *Chd7* riboprobe.

### Auditory brainstem response (ABR)

ABR measurements were performed as described in ref. ^51^. An audiometric profile for each mouse at 4 and 8 weeks old was obtained across a range of sound frequencies (3, 6, 12, 18, 24, 30, 36 and 42 kHz). The mice were on a mixed genetic background (C57BL/6J x 129S6/SvEv). Statistical significance was obtained using Kruskal–Wallis non-parametric ANOVA and Bonferroni-corrected significance in GraphPad Prism 9.0.0.121.

### Isolation of hair cells and neurons by FAC-sorting

For RNA-sequencing, samples were collected for three biological replicates on independent occasions. E16.5 cochlear duct from *Atoh1Cre;Chd7flox* mice or P4 spiral ganglia neurons from *NeuroD1Cre;Chd7flox* mice were isolated from inner ears in cold L-15 medium (Thermofisher, 21083027). Tissues were cut into 3–6 pieces depending on stage and collected into low-binding tubes with L-15 on ice. Per experiment, a total of 6 cochleae or ganglia from three siblings were pooled into one tube. Excess L-15 was removed and 100 µl of 20 U/ml Papain (27 mg/ml, Sigma, P3125) and 1 U/ul RNase-free DNAse (Promega, M6101) in L-15 medium was added to each tube. Cells were dissociated at 37 °C in a heated shaker, triturating using a filtered low-binding tip (Alpha Laboratories, LP200NFRS) every 5 m for a total of 40 m for hair cells and 1 h for neurons. The dissociation reaction was stopped by adding 1:1 volume of prewarmed sample buffer (1% fetal bovine serum in L-15). Cells were strained using a 40 µm nylon sterile cell strainer (Falcon, 352340) into a 50 ml low-binding tube (VWR, 5250403) and transferred to a 5 ml FACS tube (Falcon, 352235). DAPI (1 mg/ml) was added (1:1000) immediately prior to FAC-sorting using the BD FACSAria sorters into 1.5 ml low-binding tubes with 100 µl of sample buffer. FAC-sorted cells were centrifuged at 4 °C for 4 m at 8000 relative centrifugal force (Eppendorf centrifuge 54415R), frozen in liquid nitrogen and stored at −80 °C or immediately processed for RNA extraction and first strand cDNA synthesis.

### RNA purification, library preparation and RNA Sequencing

FACS-sorted cells were processed using the NEB Monarch kit (T2010S/L) for polyA+ RNA isolation and NEBNext Single Cell/Low Input RNA Library Prep Kit for Illumina (E6420S/L) and NEBNext Multiplex Oligos for Illumina (Index Primers Set 1, E7335S/L) was used for library preparation (as per kit instructions). RNA and cDNA quality were analysed using Agilent Total RNA 6000 Pico or High Sensitivity DNA Assay on a Bioanalyser (Agilent, 2100). Additional library quality control was performed by the Oxford Genomic Centre at the Wellcome Centre for Human Genetics (funded by the Wellcome Trust, grant 203141/Z/16/Z) and sequenced using Illumina HiSeq 4000 75 bp paired-end reads. Following quality control, paired reads were aligned to mouse MM10 genome assembly. Alignment was performed using HiSAT2 version 2.1.0 with the default parameters in Galaxy version 2.1.0^52,53^. To facilitate quantitative gene expression analysis, aligned reads for each sample were counted using featureCounts version1.6.4^54^.

### Differential gene expression analysis

Differential gene expression analysis was performed using DESeq2 version 2.11.40.6, applying parametric fit^55^. Prior to differential gene expression analysis, a number of filters were applied. We considered the RPKM values of genes that are not normally expressed in E16.5 hair cells (i.e., *Satb2*) or P4 spiral ganglia neurons (i.e., *Atoh1*) and removed all genes with an RPKM value equivalent to or less than *Satb2* or *Atoh1*. This resulted in 6910 transcripts for genes expressed in hair cells and 11,293 genes expressed in neurons. 

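With the deposited normalized counts, which are not divided by gene length, the same rule was applied to the mean over the libraries of each comparison. In hair cells, 7244 genes were kept in the homozygous comparison and 8192 in the heterozygous one, of 22944 and 23898 with any read. In neurons, the mean of Atoh1 was 90.1 in the homozygous and 583 in the heterozygous comparison, and 13463 and 8158 genes lay above it, of 32909 and 32070. In the homozygous comparison this limit rests on 1 control, since AD001 held 430 Atoh1 reads, 83.7% of the summed normalized counts, and AD002 held 6. In the heterozygous one, 87.9% came from AD007, which held the 1673 Atoh1 reads of a hair cell library, and the mean without it was 88.4. Fits without AD007 still used the 8158 genes. Other limits on the mean, none, 10 or 100, gave 3318, 3964 and 1255 called genes in homozygous hair cells and 0, 20 and 265 in homozygous neurons.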

We performed a pairwise comparison between controls and homozygotes and controls and heterozygotes. Considering an adjusted *p*-value (FDR) of ≤0.05 and linear fold change of >2 in either direction, we found a total of 2437 genes in hair cells (1014 upregulated, 1423 downregulated) and 1653 genes in neurons (609 upregulated, 1044 downregulated) that were differentially expressed in *Chd7* homozygous mutants compared to controls (Fig. 3b, Supplementary Data 1–4, see Fig. S7a–d for heterozygotes).

Gene Ontology and Disease Ontology analysis were performed both separately and together on up- or downregulated genes using the R interface (https://cran.r-project.org/web/packages/enrichR/vignettes/enrichR.html) to the Enrichr (https://maayanlab.cloud/Enrichr/) databases (see Supplementary Data 5–8 for specific databases for each analysis). Heatmaps and bubble plots were generated with the R packages *pheatmap* and *GOplot*. Volcano plots were generated in GraphPad Prism 9.0.0.121.

### Quantitative (q) RT-PCR

cDNA from RNA extracted from FAC-sorted hair cells or neurons were subjected to qPCR analysis with the AriaMx Real-Time PCR System (Agilent Technologies) using SYBR green and gene specific primers. Reactions were repeated in triplicates. Relative expression levels were calculated using 2^−ΔΔCT^ method using *Ppp6r3* as an endogenous housekeeping gene. Differences between experimental groups were compared using an unpaired two-tailed Student’s *t*-test and *P*-value ≤0.05 was considered statistically significant.

### Cochlear explants

Cochlear explants from postnatal day 6 *Atoh1*^*Cre/+*^*;mTmG* and *Atoh1*^*Cre/+*^*;Chd7*^*f/f*^*;mTmG* mice were cultured in MatTek dishes coated with CellTak (BD Biosciences). Culture medium comprised of L-15 medium (Thermofisher, 21083027), 5% FBS, 0.2% N2, and 0.001% ciprofloxacin. Explants were maintained at 37 °C under 5% CO_2_ for 1 h prior to gentamicin exposure. Explants were incubated with or without 100 µM gentamicin for 5 h. At 5 h, explants were rinsed in PBS, fixed in 4% PFA (20 m at room temperature) and rinsed again in PBS (3 × 10 m) prior to immunohistochemistry. Experiments were performed on explants of basal and middle turns of the cochlea.

### FM1-43 uptake by hair cells

Cochleae from postnatal day 3 *Atoh1*^*Cre/+*^ (or *Chd7*^*f/f*^) and *Atoh1*^*Cre/+*^*;Chd7*^*f/f*^ mice were dissected in L-15 medium, placed on MatTek dishes and incubated in FM1-43 (Invitrogen) diluted to 3 µM in L-15 for 30 s. Following repeated washes (6×) with L-15, the explants were imaged live under confocal microscopy.

### Microscopy and Imaging

Confocal z stack images were obtained using a TCS SP5 confocal (Leica) microscope, projected using Fiji and further processed using Photoshop (Adobe). Figures were assembled in Photoshop.

### Statistics and reproducibility

Statistical significance for hair cell and neuronal quantification was obtained by performing one-way ANOVA and Dunnett’s multiple comparison test or paired *t*-test. Differences between experimental groups in Fig. 5 were compared using two-tailed unpaired *t*-tests. All statistical tests were conducted using Microsoft Excel and GraphPad Prism 9.0.0.121. Further detail on statistical analyses including sample size and replicates are provided in the relevant method sections and figure legends. Sample size (*n* = 7) is based on power calculations, with an effect size of 1.75, a power of 0.8 and significance level of 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Description of Additional Supplementary Files

Supplementary data

Reporting summary

## Data Availability

Sequencing data that support the findings of this study have been deposited in Gene Expression Omnibus with the accession code GSE163798. Source data underlying graphs and charts are provided in Supplementary Data 10.

# Supplementary material for: The chromatin remodelling factor Chd7 protects auditory neurons and sensory hair cells from stress-induced degeneration
**Source:** Commun Biol. 2021 Nov 3;4:1260. doi: 10.1038/s42003-021-02788-6
**Supplement:** Supplementary file 1 — Supplementary information

1    **Supplementary Figures**

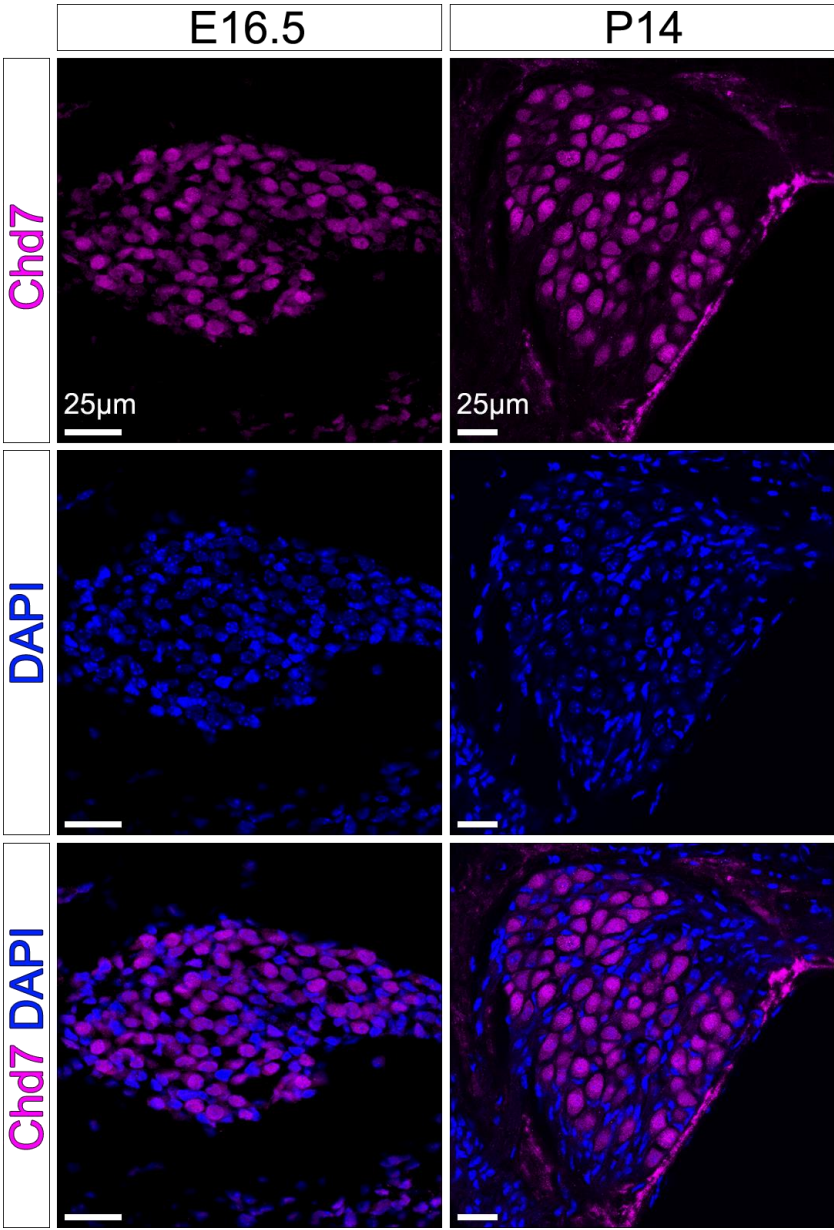

2

3    **Figure S1: Chd7 expression in spiral ganglia neurons.** Immunohistochemistry showing

4    Chd7 expression in wildtype spiral ganglia neurons at E16.5 and P14.

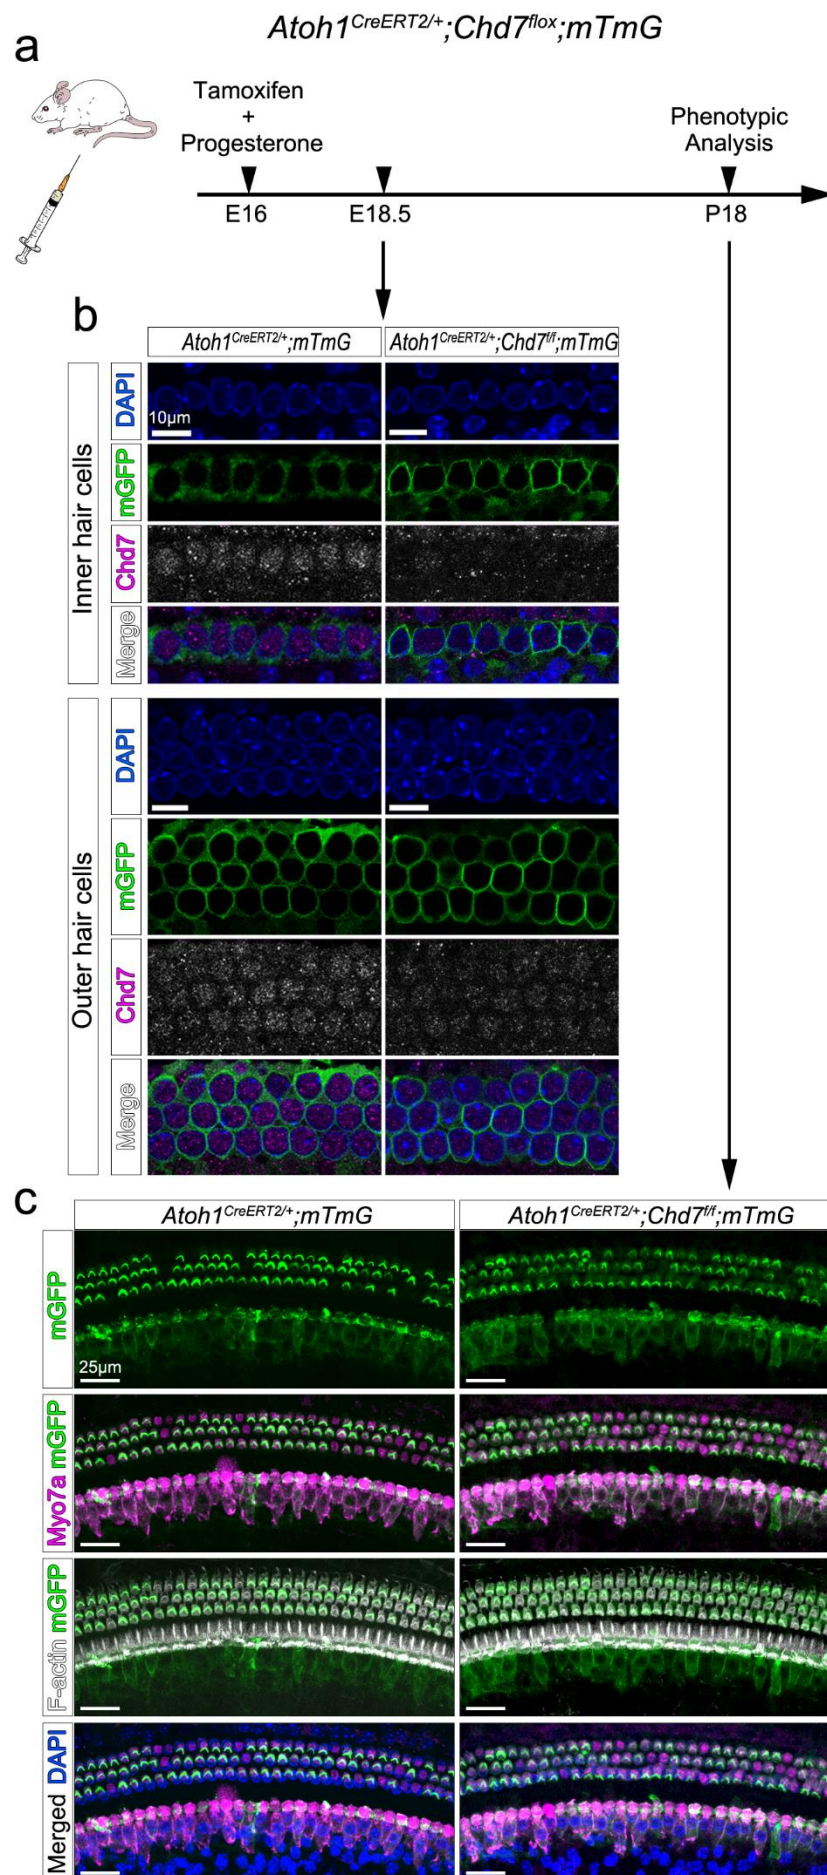

17 **Figure S3: *Chd7* deletion after E16 does not cause a hair cell phenotype.** **a**, Schematic  
18 showing tamoxifen administration to pregnant *Atoh1*<sup>CreERT2/+</sup>; *Chd7*<sup>fllox</sup>; *mTmG* mice at E16 to  
19 induce Cre recombination (as indicated by mGFP). Cre recombination efficiency was ~95%.  
20 **b**, Middle region of the cochlea showing loss or severe reduction of Chd7 protein in hair cells  
21 by E18.5. **c**, Analysis for hair cell phenotype was performed at P18. Note that there is no  
22 degeneration of hair cells.  
23

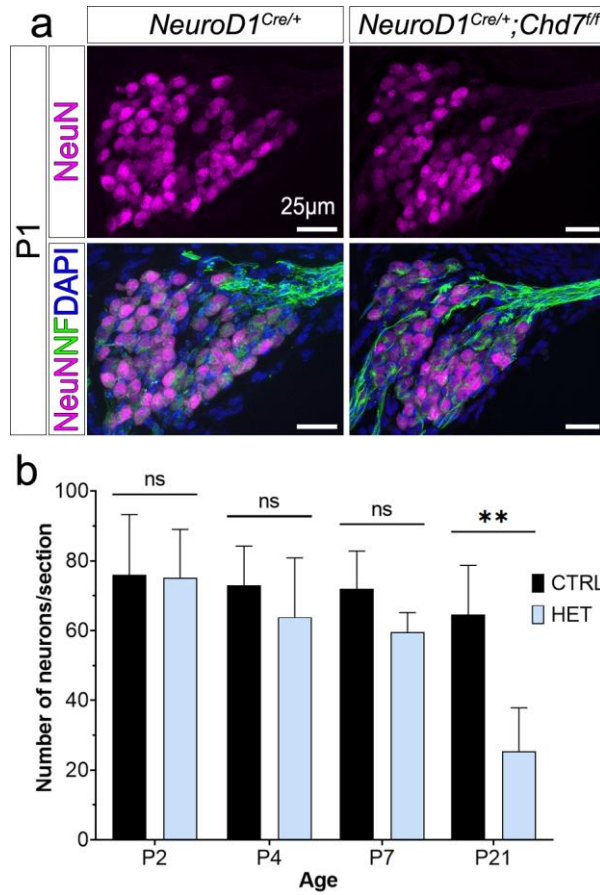

**Figure S4: *NeuroD1<sup>Cre/+</sup>;Chd7<sup>flox</sup>* mutant neuronal phenotype.** **a**, Control images of *NeuroD1<sup>Cre/+</sup>;Chd7<sup>f/f</sup>* mutants at P1. NeuN labels neuronal cell body and neurofilament (NF) labels axons. Scale bars = 25µm. **b**, Average number of neurons in the spiral ganglion per section at different postnatal stages in control and *NeuroD1<sup>Cre/+</sup>;Chd7* heterozygous mutants.

\*\* P-value = <0.001.

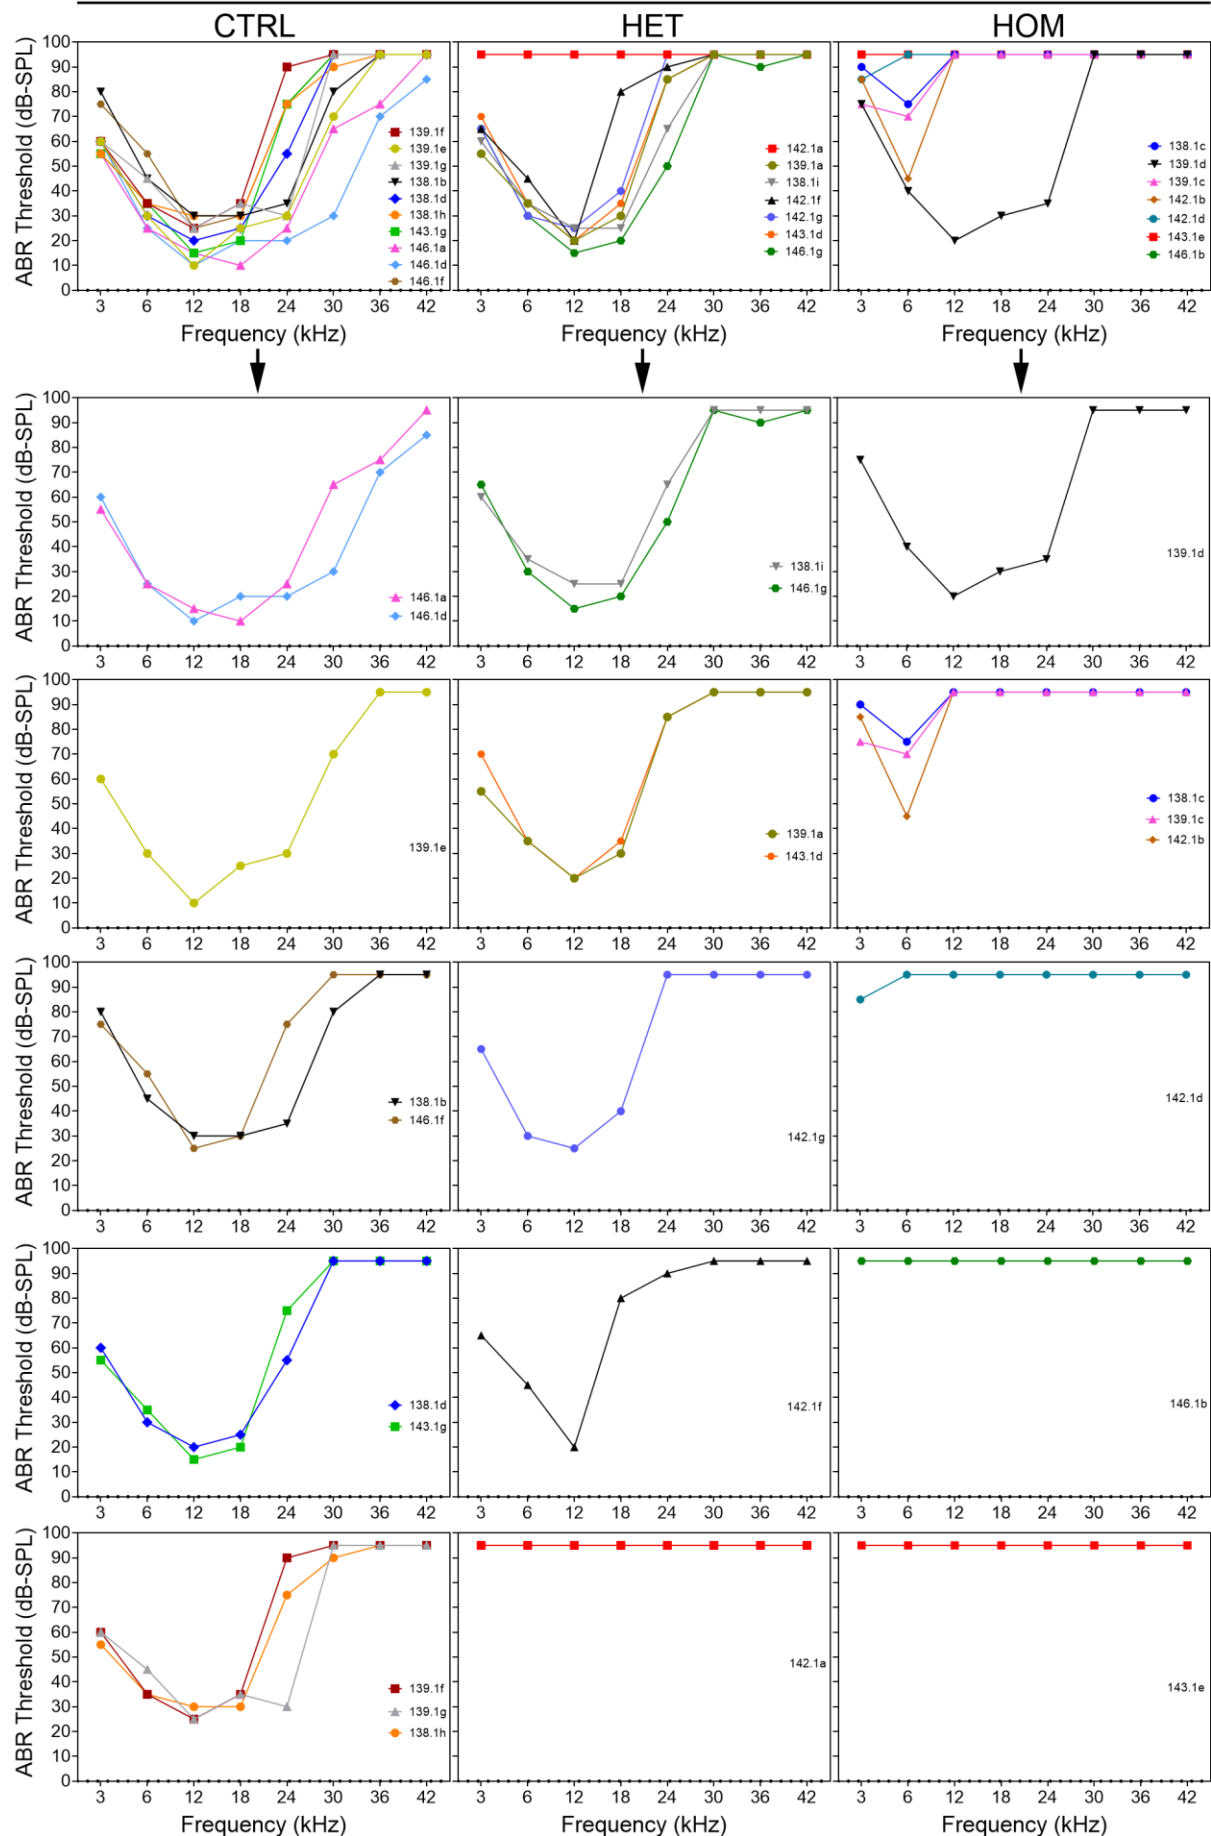

46 **Figure S5: ABR measurements of individual *Atoh1*<sup>Cre/+</sup>;*Chd7*<sup>fllox</sup> animals.** ABR thresholds  
47 for each mouse per genotype are represented by a coloured line (10 controls, 7  
48 heterozygotes and 7 homozygotes). All mice were on a mixed (C57BL/6J x 129S6/SvEv)  
49 genetic background. 129S6/SvEv strain is expected to have accelerated age-related hearing  
50 loss (high frequency) at 1 month due to outer hair cell degeneration (ref. 49). Heterozygous  
51 mutants exhibit more variable ABR thresholds; however, 1 heterozygous mutant showed  
52 elevated thresholds across all frequencies identical to the most severely affected  
53 homozygous mutants. 6 homozygous mutants showed elevated thresholds across all  
54 frequencies with 1 mouse displaying an ABR profile similar to controls. The large standard  
55 deviation seen in Figure 4a is due to these outliers.

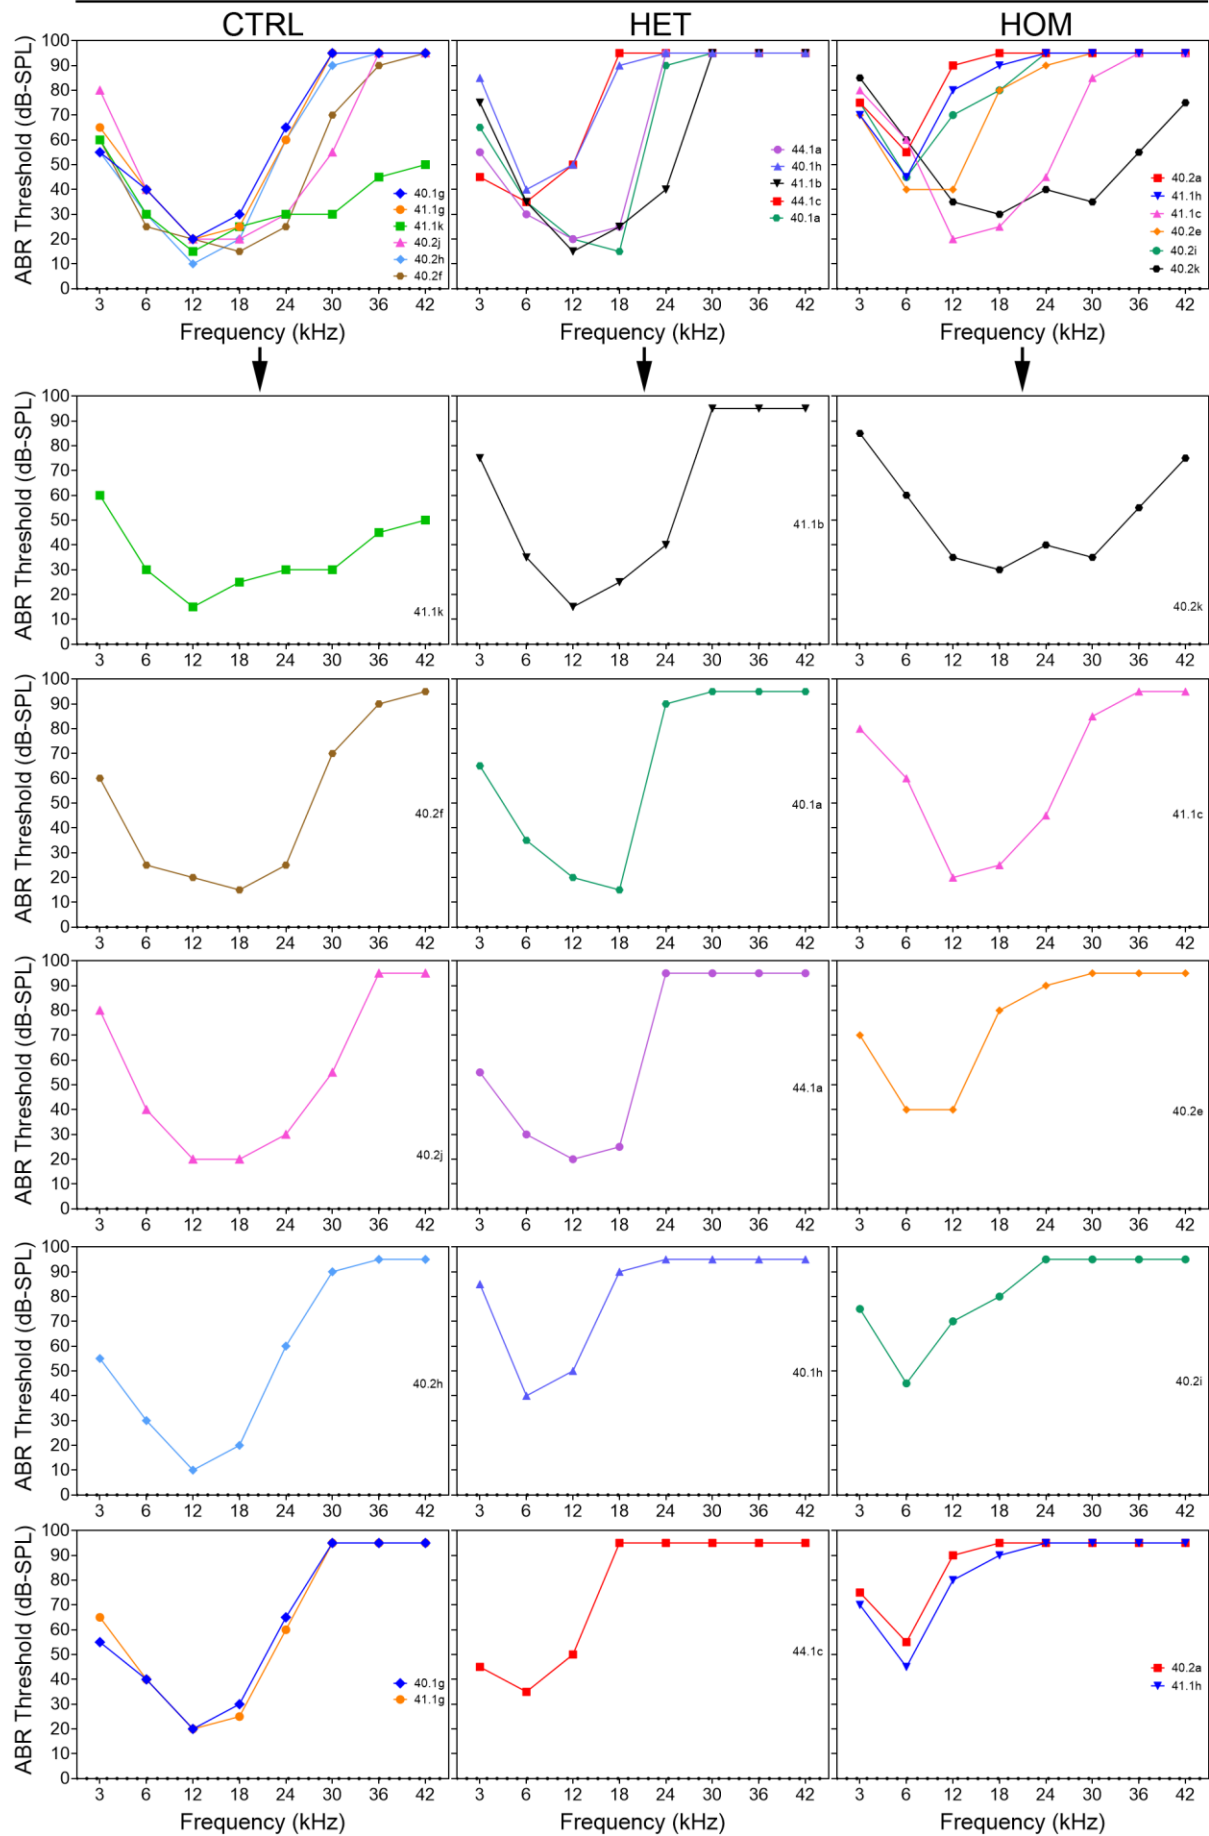

57 **Figure S6: ABR measurements of individual *NeuroD1*<sup>Cre/+</sup>;*Chd7*<sup>flox</sup> animals.** ABR  
58 thresholds for each mouse per genotype are represented by a coloured line (6 controls, 5  
59 heterozygotes and 6 homozygotes). Both heterozygous and homozygous mutants show  
60 variable ABR thresholds but most mutants, particularly homozygotes, had elevated  
61 thresholds compared to controls. The large standard deviation seen in Figure 4b reflects this  
62 variability.

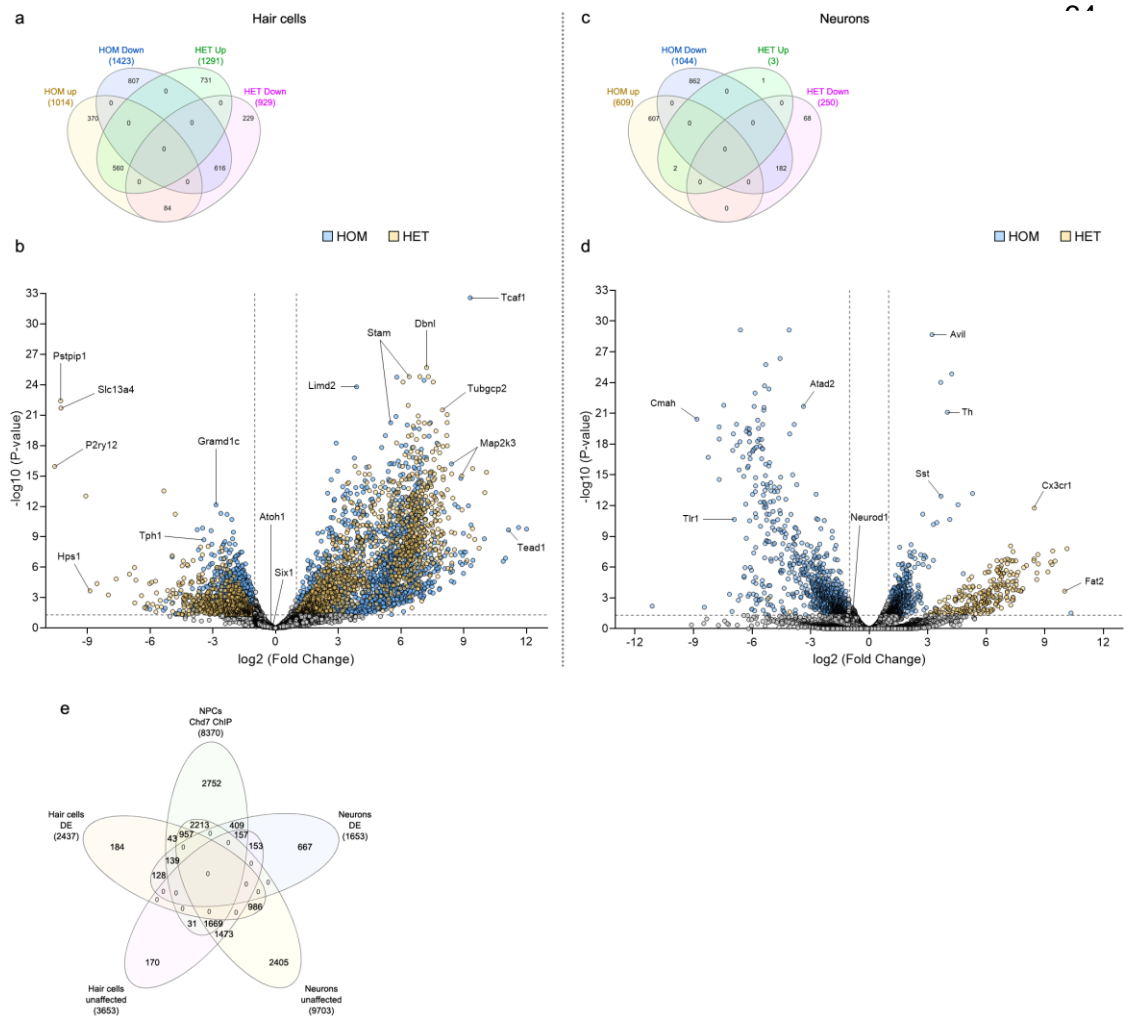

**Figure S7: RNA-seq analysis.** **a**, Comparison of the number of differentially expressed genes (DE) between homozygous and heterozygous mutants in hair cells. **b**, Volcano plot displaying genes that are unaffected (grey) and significantly differentially expressed (adjusted p-value <0.05, fold change >2) between *Atoh1*<sup>Cre/+</sup>;*Chd7*<sup>flox</sup> homozygous (blue) and heterozygous (amber) *Chd7* mutants. **c**, Comparison of the number of differentially expressed genes between homozygous and heterozygous mutants in neurons. **d**, Volcano plot displaying genes that are unaffected and significantly differentially expressed (adjusted P-value <0.05, fold change >2) between *NeuroD1*<sup>Cre/+</sup>;*Chd7*<sup>flox</sup> homozygous (blue) and heterozygous (amber) *Chd7* mutants. **e**, *Chd7* ChIP-seq data from neural progenitor cells (NPCs; ref. 7) were compared with hair cells and spiral ganglia neurons RNA-seq data to identify genes directly bound by *Chd7*.

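In heterozygous hair cells, limma called 1468 of 8192 kept genes, 1188 upregulated and 280 downregulated, and 2834 had an unadjusted p below 0.05. DESeq2 called 1687 upregulated and 1020 downregulated. Without HET 1, 2 or 3, limma called 970, 2698 or 661 genes. The share of upregulated genes was 80.9%, and 93.1% with scaling to library totals and 66.1% with the GC trend removed. Of 6879 genes kept in both comparisons, 556 were called in homozygotes and heterozygotes where 171 were expected, 411 upregulated in both, 143 downregulated in both and 2 in opposite directions. The shared number was 1499 with DESeq2 and, with 1 library left out, ran from 0 (without HOM 1, with 1373 at an unadjusted p below 0.05 in both) to 988 (without HET 2). It was also 190 without HOM 3, 375 without HET 1 and 247 without HET 3. Both comparisons use the same 2 controls, which alone makes their fold changes correlate. Over the genes kept in both and fitted again, the Spearman correlation was 0.666, where 100 simulations of unchanged groups against the same controls gave between 0.546 and 0.592. The simulations drew each gene independently, so they leave out deviations of the controls that many genes share. A correlation above their range therefore does not tell whether the shared controls account for it. In the data 407 were called upregulated in both and 105 downregulated in both, and in these simulations no gene was called in both. Unchanged groups can give few calls in either comparison, so this 0 does not test whether the shared controls account for the shared calls.
In heterozygous neurons, limma called 0 of 8158 genes, with 236 at an unadjusted p below 0.05, and DESeq2 called 3 upregulated and 72 downregulated. Without AD007, limma called 2 genes, both downregulated, with 1967 at an unadjusted p below 0.05. With limma, no gene was shared with homozygous neurons among 8134 kept in both, and 154 had an unadjusted p below 0.05 in both. With DESeq2, 71 genes were shared where 9.91 were expected, 3 upregulated and 68 downregulated in both. Without AD007, 1 gene was shared with limma, lower in both. There 1035 genes had an unadjusted p below 0.05 in both, 431 higher and 603 lower in both. The Spearman correlation of the log2 fold changes was 0.233, and 0.828 without AD007, where simulations gave between 0.568 and 0.611 and between 0.499 and 0.543. These simulations also drew each gene independently, so whether the shared controls account for the 0.828 stays open.
Of the genes marked in Fig. S7b, 13 were kept in homozygous hair cells, and 6 were called upregulated and 3 downregulated, 9 adjusted over the list alone. In heterozygotes 15 were kept, 5 were called upregulated and 3 downregulated, 10 adjusted over the list alone. P2ry12, Pstpip1 and Slc13a4 had at most 3 reads in each heterozygous library and were at least 466-fold, 749-fold and 442-fold lower than in controls. Map2k3 had at most 2 reads in each control and was at least 204-fold higher. Hps1 changed sign with the control used: in homozygotes its log2 fold change was -7.28 without CTRL 1 and 4.87 without CTRL 2. Of the genes of Fig. S7d, 9 were kept in homozygous neurons, and 3 were called upregulated and 4 downregulated, 7 adjusted over the list alone. Neurod1, not called, had -2.33 without AD001 and 1.76 without AD002. In heterozygous neurons 5 were kept, 0 were called, 3 had an unadjusted p below 0.05, and 3 passed adjusted over the list alone. These lists were chosen by the study on the same libraries, so the numbers adjusted over the list alone are not independent evidence.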

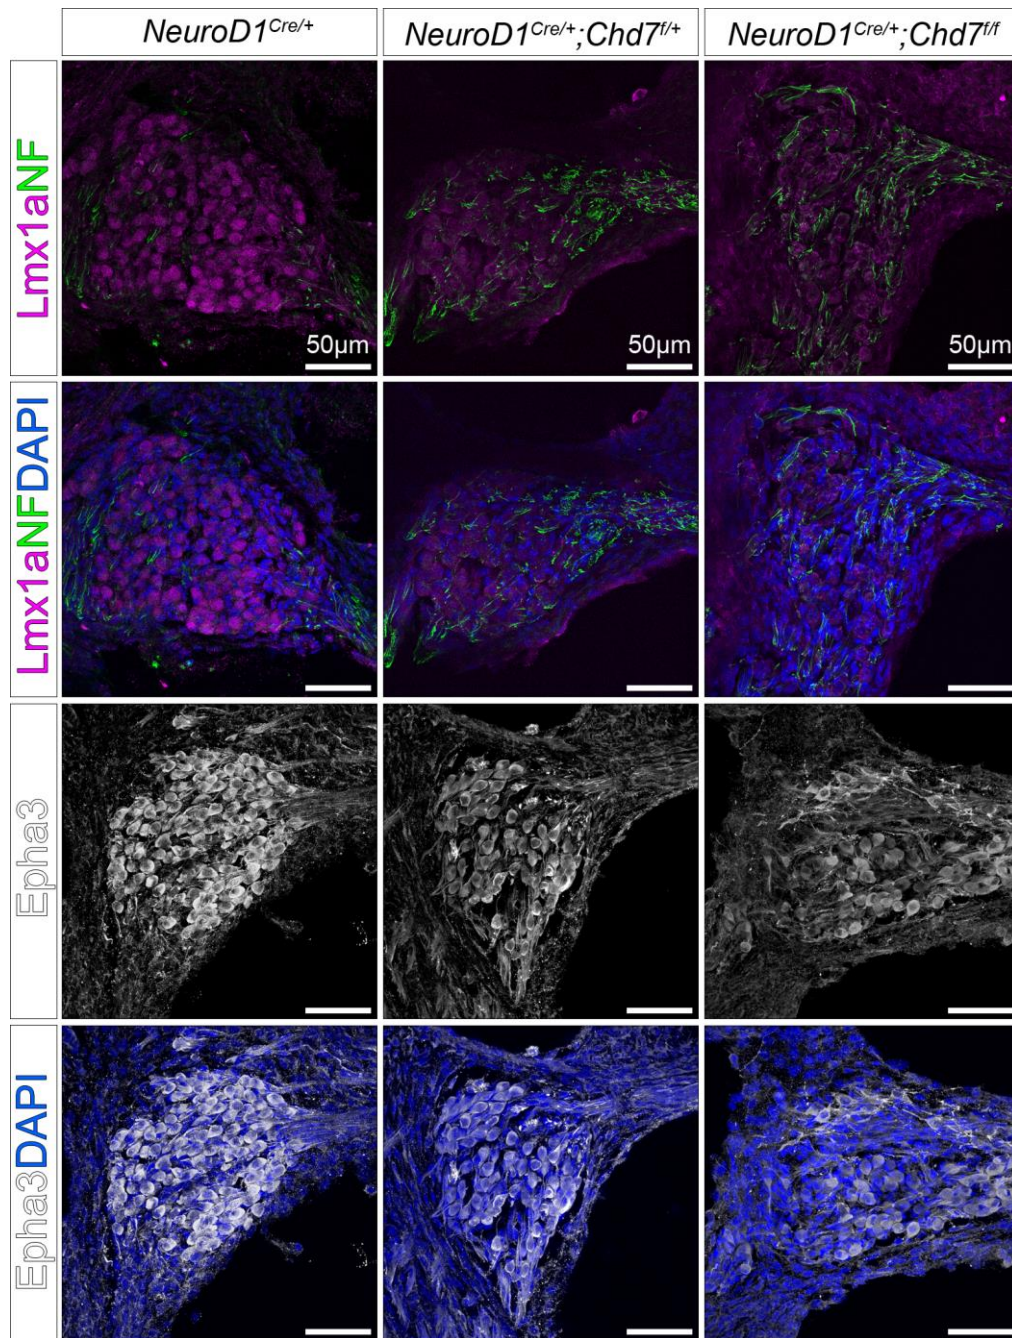

**Figure S8: Validation of RNA-seq data for selected proteins.** Immunohistochemistry for Lmx1a (P7) and Epha3 (P4) confirms their downregulation in *NeuroD1<sup>Cre/+</sup>;Chd7<sup>flox</sup>* mutants. Markers and genotypes are indicated on each panel.

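Lmx1a (ENSMUSG00000026686, chromosome 1 of mm10, 167689237 to 167848741) had 0, 0 and 2 reads in the homozygous neuron libraries at P4, and 241 and 1160 reads, or 6.15 and 64.9 RPM, in controls AD001 and AD002. It was at least 436-fold lower in homozygotes than in the mean of the controls, a bound that AD002 sets, and at least 81.7-fold lower than in AD001 alone. The fitted difference had an adjusted p of 0.0244 from limma with Benjamini-Hochberg adjustment. The call was lost without any 1 of the 3 homozygous libraries, as all calls in neurons were. Summed markers of cerebellar granule cells were also higher in AD002 than in AD001 (1148 and 110 RPM). Such cells in AD002 stay open for part of the Lmx1a reads there. In AD001 these markers lay within the range of the homozygous libraries (109 to 171 RPM). Epha3 (ENSMUSG00000052504, chromosome 16, 63543534 to 63864175) had a normalized count of 215 ± 70.5 (SD, n = 3) in homozygotes and 618 ± 206 (SD, n = 2) in controls. Its log2 fold change was -1.54 (SE 0.40, adjusted p = 0.101 from limma), and its adjusted p over 14 alternatives ranged from 0.010 with DESeq2 on all genes to 0.327 with no filter on low genes. Every homozygous library held less Epha3 than both controls.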

# Supplementary material for: The chromatin remodelling factor Chd7 protects auditory neurons and sensory hair cells from stress-induced degeneration
**Source:** Commun Biol. 2021 Nov 3;4:1260. doi: 10.1038/s42003-021-02788-6
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplementary Data

**Description:**

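The values listed per library in Supplementary Data 1 were compared with the recovered reads over the 1987 genes that could be read from it. Of these, 818 to 1985 genes could be compared per library. Within each library, the value was the read number times 1 factor, within 1%, in nearly all of them, from 811 of 818 genes in HOM 2 to 1985 of 1985 in HET 3. These factors were 5.97, 14.5 and 1.72 in the libraries labelled HOM 1, 2 and 3, 0.188, 0.390 and 0.223 in HET 1, 2 and 3, and 0.388 and 1.00 in CTRL 1 and 2. The value per read had a correlation with gene length between -0.05 and 0.02 across genes, so the values read there are on the scale of reads multiplied by a factor for the library, not of reads per gene length.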

*Supplementary Data 1:* FAC-sorted hair cell RNA sample, library data and RPKM values.

*Supplementary Data 2:* Summary of differential gene expression (hair cells).

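For homozygous hair cells, 1348 rows could be read from Supplementary Data 2, and 1346 genes were compared. Their base means lay within 1% of the mean of the deposited normalized counts in 1346 of 1346 genes. By the test statistic of limma, the 5 highest genes among those called in homozygous hair cells were Ttc17, R3hdm4, Gtpbp1, Actr1a and Ahdc1, and the 5 lowest were Gramd1c, Slc12a8, Mterf2, Zdhhc13 and Cbwd1. All 10 had an adjusted p of 0.0188 with Benjamini-Hochberg adjustment, and all 10 calls were lost without the library labelled HOM 1, where no gene was called. Ahdc1 (ENSMUSG00000037692, chromosome 4 of mm10, 133011260 to 133078110) had a normalized count of 174 ± 13.1 (SD, n = 3) in homozygotes and 3.13 ± 0.577 (SD, n = 2) in controls. Its log2 fold change was 5.41 (SE 0.24), and 5.92 relative to all genes with scaling to library totals. Ttc17 (ENSMUSG00000027194) had no read in either control and was at least 154-fold higher, and Gtpbp1 had at most 3 reads in each control and was at least 159.3-fold higher. Gramd1c (ENSMUSG00000036292, chromosome 16, 43980350 to 44063345) had 95.8 ± 5.27 (SD, n = 3) against 692 ± 55.7 (SD, n = 2), a log2 fold change of -2.84 (SE 0.23). The mixture of the other hair cell and neuron libraries predicted 64.8, 22.0 and 155 Gramd1c reads in HOM 1, 2 and 3, which held 37, 15 and 113. For Ahdc1 it predicted 2.17, 1.45 and 6.70 reads, and the libraries held 69, 27 and 202.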

*Supplementary Data 3:* FAC-sorted spiral ganglia neurons RNA sample, library data and RPKM values.

*Supplementary Data 4:* Summary of differential gene expression (neurons).

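In homozygous neurons, the 5 highest genes by the test statistic of limma were Lhx6, AW551984, Asic4, Sst and Avil, and the 5 lowest were Enpp6, Abcg3, Grp, Folr2 and Gm10800, with adjusted p between 0.00874 and 0.0167 (Benjamini-Hochberg). Lhx6 (ENSMUSG00000026890, chromosome 2 of mm10, 36081953 to 36105408) had a normalized count of 552 ± 41.0 (SD, n = 3) in homozygotes and 29.4 ± 1.80 (SD, n = 2) in controls, a log2 fold change of 4.18 (SE 0.24). Enpp6 (ENSMUSG00000038173, chromosome 8, 46986887 to 47096762) had 24.0 ± 2.24 (SD, n = 3) against 570 ± 89.3 (SD, n = 2), a log2 fold change of -4.51 (SE 0.25). Abcg3 and Folr2 had at most 3 reads in each homozygous library and were at least 116-fold and 101-fold lower than the mean of the controls, and at least 59.2-fold and 59.9-fold lower than AD002 alone. Summed macrophage markers reached 6084 and 1525 RPM in AD001 and AD002, and at most 188 RPM in any mutant neuron library. Which cells the lower genes come from was not tested, so other cell types in the control pools stay open for them. All 10 calls were lost without AD008, AD009 or AD010, as all calls in neurons were. With 1 library left out, the log2 fold change of Lhx6 stayed between 4.12 and 4.24 and that of Enpp6 between -4.67 and -4.35.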

*Supplementary Data 5:* Hair cells: Disease Ontology.

*Supplementary Data 6:* Neurons: Disease Ontology.

*Supplementary Data 7:* Hair cells: Gene Ontology.

*Supplementary Data 8:* Neurons: Gene Ontology.

*Supplementary Data 9:* Chd7 ChIP-seq (neural progenitors).

*Supplementary Data 10:*

Source data for graphs and charts:

Figure 2c: Ribbon synapses.

Figure 3n: Hair cell phenotype.

Figure 3o: Neuronal phenotype.

Figure 4: ABR.

Figure 5c: qPCR.

Figure 7b: Oxidative stress-induced hair cell degeneration.

# Supplementary material for: The chromatin remodelling factor Chd7 protects auditory neurons and sensory hair cells from stress-induced degeneration
**Source:** Commun Biol. 2021 Nov 3;4:1260. doi: 10.1038/s42003-021-02788-6
**Supplement:** Supplementary file 4 — Reporting summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection RNA sequenced using Illumina HiSeq 4000 75bp paired-end reads.

Data analysis Paired sequencing reads were aligned to mouse MM10 genome assembly using HiSAT2 version 2.1.0 with the default parameters in Galaxy version 2.1.0 and counted using featureCounts version 1.6.4. Differential gene expression analysis was performed using DESeq2 version 2.11.40.6, applying parametric fit. R packages pheatmap, GOplot and Enrichr databases were used to generate heatmaps, bubble plots and ontologies using RStudio version 1.3.1073. Volcano plots were generated in GraphPad Prism 9.0.0.121. All statistical tests were conducted using Microsoft Excel version 2002 and/or GraphPad Prism version 9.0.0.121. Confocal z stack images were obtained using a TCS SP5 confocal (Leica) microscope, projected using Fiji and further processed using Photoshop (Adobe).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Sequencing data that support the findings of this study have been deposited in Gene Expression Omnibus with the accession code GSE163798. Source data underlying graphs and charts are provided in Supplementary Data 10.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

rabbit Sptbn1: Liu, Y et al. Critical role of spectrin in hearing development and deafness. Sci. Adv. 5, eaav7803 (2019).  
 rabbit Lmx1a: Huang, Y et al. Reciprocal Negative Regulation Between Lmx1a and Lmo4 Is Required for Inner Ear Formation. J Neurosci. 38, 5429-5440 (2018).  
 rabbit EphA3: St John's Laboratory – Immunohistochemistry of paraffin-embedded rat brain using EPHA3 antibody (STJ110712) at dilution of 1:100.  
 goat anti-rabbit Alexa Fluor 635: Ahmed, M & Streit, A. Lsd1 interacts with cMyb to demethylate repressive histone marks and maintain inner ear progenitor identity. Development. 145, dev160325 (2018).  
 goat anti-mouse Alexa Fluor 488: Ahmed, M., Ura, K., & Streit, A. Auditory hair cell defects as potential cause for sensorineural deafness in Wolf-Hirschhorn syndrome. Dis. Model. Mech. 8, 1027-1035 (2015).

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

How the deposited data were processed for this re-analysis (not part of the article)

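RNA-seq libraries of sorted mouse cells were analysed: hair cells at E16.5 and spiral ganglion neurons at P4, each with 3 homozygous (HOM), 3 heterozygous (HET) and 2 control (CTRL) libraries, from pools of 6 cochleae or ganglia of 3 siblings. The samples were grouped by cell type and genotype as their labels give them. The paper describes 3 independent experiments per genotype, and 2 control libraries per cell type were used here.

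The authors sorted the cells, made libraries from polyA+ RNA with a low-input kit, aligned paired reads to mm10 with HiSAT2 2.1.0, counted reads per gene with featureCounts 1.6.4 and used DESeq2 2.11.40.6 with a parametric fit. The deposited signal of each gene and library is the read count divided by 1 size factor per library, as DESeq2 normalizes it, in a separate table for each comparison of mutants with controls. This was checked on the files: 100% of the values in each library were whole multiples of 1 number, the recovered reads of the controls were the same in both tables that hold them, and the deposited factors equalled the median of ratios computed from the recovered reads. The values are not filtered and not divided by gene length. The paper's text does not state whether the counting used the strand, so genes that overlap others on either strand carry an uncertainty, given with the gene where the overlap is large.

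Gene identifiers were matched to the annotation of GENCODE vM21 (GRCm38, which is mm10), where 55240 of 55421 (99.7%) were found. Coordinates, gene lengths, GC content and overlaps of exons with other genes come from it. The programs were R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with scipy 1.17.1, pandas 2.3.3 and numpy 2.4.6.

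The depth of each library is the sum of its recovered reads, between 12891344 and 45513014. Shares of reads and ratios of reads in single libraries are given with 95% Wilson intervals, which cover counting error only, since reads copied by PCR are not independent molecules. A group whose libraries all hold 3 reads or fewer of a gene was treated as at the floor, and a fold against it is a lower bound.

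Each mutant group was compared with the controls of its cell type, 3 libraries against 2 in each of 4 comparisons. The main test was limma with empirical Bayes variances on log2 of the deposited value plus a pseudocount of 1, since the files hold normalized values. Genes with a low mean value were removed by the paper's rule applied to the deposited values, with the mean of Atoh1 in the same table as the limit in neurons. The limit in hair cells and the values of 1 other named gene are not reported here. Adjustment was by Benjamini-Hochberg over the kept genes, and calls needed an adjusted p of at most 0.05 and a fold change above 2, the paper's thresholds. No paired analysis was possible in neurons because the libraries carry no numbers shared between genotypes. Overlaps of called genes were tested with Fisher's exact test over the genes kept in both comparisons, and overlaps of comparisons with the same controls were set beside 100 simulations of unchanged groups. These simulations drew each gene independently.

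The lists of RNA-binding families (with the hnRNP family as a part of it), stress granule, oxidative stress, autophagy, heat shock and DNA repair genes, and the comparison lists of ribosomal proteins, proteasome and respiratory chain, were fixed in advance. They were tested with Fisher's exact test on the called genes, by the percentile of their median among 10000 random lists of the same size drawn from 20 bins of mean expression (and, chosen after seeing the data, of mean RPM in the heterozygous libraries without AD007), and with limma's camera (correlation 0.01, and estimated) and fry. The 12 marker lists (hair cells, supporting cells, spiral ganglion neurons, glia, microglia or macrophages, blood, mesenchyme, cerebellar granule cells, female and male sex-linked genes, immediate early genes and proliferation) were fixed then too.

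Alternatives set at the same time were fold changes above 1.5 or 4 or no limit on fold change, an adjusted p of at most 0.01, no filter, filters on the mean at 10 and 100, DESeq2 on the recovered reads of the kept genes, a pseudocount of 0.1, a replicate block in hair cells, lists without the genes of Fig. 6, and each library left out in turn for the numbers of called genes. Chosen after seeing the data were the quasi-likelihood test of edgeR, DESeq2 on all genes, scaling to library totals, TMM scaling, removal of a loess trend on GC content (span 0.5), limma with a mean-variance trend, DESeq2 for results other than numbers of called genes, leaving out libraries for overlaps, lists and genes, every alternative for the comparison lists, and the pseudocount, filter and block alternatives for single genes. Leaving out a control leaves 1 control library, so those fits give a fold change and no p.

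The tests were tested on simulated data, drawn from the real means and spread with 200 genes changed. With changes of 2 or 3 on the log2 scale, limma recovered 0 of 200 in homozygous hair cells, 0 in heterozygous hair cells, 136 in homozygous neurons and 0 in heterozygous neurons. After that was seen, changes of 4 or 6 were added, and limma recovered 106, 159, 196 and 95, with 3, 8, 16 and 9 unchanged genes called. At the smaller changes DESeq2 recovered 145, 131, 175 and 68 and called 226, 56, 58 and 92 unchanged genes, and edgeR recovered 0, 59, 166 and 0. The estimated changes had Pearson correlations with the simulated ones between 0.902 and 0.995 for all tests, which do not measure whether their size was recovered.

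The genes named were Chd7, every gene that the paper names as measured by RNA-seq or qPCR or shows in Fig. 5c, 6, S7b, S7d or S8, and the 5 upregulated and 5 downregulated genes with the largest test statistic among those called in each homozygous comparison. Which of these are given with all their statistics was decided after their values were seen, and so was the choice of single marker genes. The limits used to look for reads carried between libraries were also chosen after the data were explored: genes of 1 library with at least 100 reads there and under 0.5 RPM in other libraries, and a mixture model on genes with under 500 reads in the target and over 500 in the sources, tested on held-out genes with at least 20 predicted reads. The sources of the mixture were the heterozygous and control hair cell libraries and the neuron libraries without AD007. The mixture was tested on simulated libraries, where carried shares of 50 and 20 per 1000 were estimated as 49.9 and 20.1.

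Not analysed here were the disease and gene ontologies, the qPCR values, the Chd7 binding data, immunohistochemistry and the hearing and explant experiments. Supplementary Data 1 and 2 were used in the part that could be read, to compare their scale with the deposited values.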

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

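The tests of explanations in this part were chosen after the results were seen. Directions in hair cells rest on the library labels, which the Chd7 reads go against.

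For 9 genes that the paper names, every homozygous hair cell library lay on one side of both controls and every homozygous neuron library lay on the other side of its controls, both in normalized counts and in RPM. A direction that also held with scaling to library totals in hair cells was required. The difference between the cell types was not tested. The log2 fold changes in hair cells and in neurons were 9.39 and -1.51 for Tead1 (difference 10.90), 5.98 and -3.61 for Pls1 (9.59), 5.56 and -2.43 for Myo6 (7.98), 5.13 and -2.61 for Gja1 (7.74) and 5.32 and -0.65 for Hnrnph2 (5.97). For the other 4, lower in hair cells and higher in neurons, they were -2.82 and 1.09 for Fbxo10 (difference -3.91), -2.00 and 1.35 for Apbb3 (-3.35), -2.17 and 0.46 for Map3k13 (-2.63) and -1.17 and 0.65 for Atg13 (-1.82). By chance, groups of 3 and 2 libraries lie apart in a given direction in 0.1 of all splits, so some of these would be found without any effect.

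With a trend on GC content removed, 9 of the 9 genes kept both directions, which argues against such a trend as the whole cause, except for Hnrnph2. In neurons its change was small (-0.65), and with the trend removed its adjusted p was 0.763 from limma, the highest over 14 alternatives. The trend therefore stays open for the neuron side of Hnrnph2. Other tables bear on the 2 sets differently. Fbxo10, Apbb3, Map3k13 and Atg13 held 2 to 98 reads in the homozygous hair cell libraries, near or below what a mixture of the other hair cell and neuron libraries predicts (2 and 7.11 reads for Fbxo10 in the library labelled 2, and 98 and 118.9 for Atg13 in the library labelled 3). Genes picked as lower would lie low against this prediction in any case, so it decides nothing for them, and low reads carried over from other libraries could still set their level in hair cells. In the library labelled 3, 94.6% of the genes that are under 0.5 RPM in every library but HET 1 and the homozygous hair cell ones were found. In those labelled 1 and 2, 32.1% and 14.3% were found. Tead1, Pls1, Myo6, Gja1 and Hnrnph2 held between 5188 and 109871 reads in each homozygous hair cell library, far above the prediction of 14.8 to 3288 reads, so carried reads do not account for them. Uneven amplification of little RNA stays open for these 5, since the 3 homozygous hair cell libraries share at most 37 of their 100 most abundant genes in any pair. A difference between hair cells at E16.5 and neurons at P4 in how they respond to the loss of Chd7 also stays open, as untested, because cell type, age and the Cre line differ together.

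Among the genes with the largest test statistics are 8 upregulated genes that the paper's text and figures do not discuss. In homozygous hair cells these are Ttc17, R3hdm4, Gtpbp1, Actr1a and Ahdc1, with fitted log2 fold changes of 7.13, 5.32, 6.44, 6.38 and 5.41. Ttc17 and Gtpbp1 are at the floor in both controls, so their changes are only known to be at least 154-fold and 159.3-fold (7.27 and 7.32 in log2). Their fitted values lie below these bounds, as the fit rests on a pseudocount of 1 and the bounds on a floor of 3 reads. All 5 calls are lost without the homozygous library labelled 1, as all calls in homozygous hair cells are. They belong to a wider pattern: of the genes called higher in homozygous hair cells, 20.0% were under 1 RPM in both controls, against 1.46% of the other kept genes. Of the genes called lower, 6 of 797 were under 1 RPM in all homozygous libraries. Genes picked as higher than these controls would be low in them more often in any case. Whether transcripts are missing from both control pools or are induced in the mutants cannot be told apart for these genes, because no other control is used here, and 106 of the 131 genes are above 5 RPM in all heterozygous libraries. The reads of Ttc17, R3hdm4, Gtpbp1 and Actr1a in the homozygous libraries, 16 to 324, lie near what the mixture of other libraries predicts (12.4 to 238). Of the genes of heterozygous library 1 used as a test, 94.6% were found in the homozygous library labelled 3, and 32.1% and 14.3% in those labelled 1 and 2. For Ttc17, R3hdm4, Gtpbp1 and Actr1a, reads from other libraries could be the source, though this test bears mainly on the library labelled 3. Ahdc1 held 69, 27 and 202 reads where 2.17, 1.45 and 6.70 were predicted, which argues against this source. Regulation by Chd7 was not tested for any of them and stays open.

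In homozygous neurons these genes are Lhx6, Asic4 and AW551984, with log2 fold changes of 4.18, 4.00 and 3.67. All 3 are still called with the GC trend removed, which argues against that trend as the whole cause, and they are lost without AD008, AD009 or AD010, as all calls in neurons are. In Asic4, 18.1% of the exon length overlaps another gene, so reads of that gene may be counted there. Cells of other types differ between the neuron pools (a median of -5.03 for macrophage markers), which were lower and not higher in the mutants; which cells the 3 genes come from was not tested. An effect of Chd7 loss on neurons, or a change in which neurons were sorted, stays open and was not tested.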

How the results depend on the processing

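Which alternatives were added after seeing the data is given in the processing summary: edgeR, DESeq2 on all genes, library totals, TMM, the GC trend and the mean-variance trend for all results, and DESeq2 and left-out libraries for results other than numbers of called genes. The planned adjustment by Benjamini-Hochberg over the kept genes only was not run apart, since it is the adjustment used. Where no reason is given, the cause was not tested. Directions in hair cells rest on the library labels. No setting with a fold change above 1.5 or without a limit on it, a pseudocount of 0.1, or lists without the genes of Fig. 6 moved a number of called genes by over 1.5 times or turned a list round. Scaling to library totals moved the median of all genes from -0.24 to -3.21 in homozygous hair cells, and removal of the GC trend moved it to -0.71.

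Numbers of called genes moved with the threshold. With a fold change above 4, 726 genes were called in homozygous hair cells. At an adjusted p of at most 0.01, 0 were called in homozygous hair cells (2930 at an unadjusted p below 0.05), 482 in heterozygous hair cells and 3 in homozygous neurons, and 0 were shared by the cell types (553 at an unadjusted p below 0.05) or by homozygous and heterozygous hair cells (1423 at an unadjusted p below 0.05), as a stricter limit must lower them. With no filter, 3318, 2558 and 0 genes were called in homozygous hair cells, heterozygous hair cells and homozygous neurons (3933 at an unadjusted p below 0.05 in the neurons), 0 were shared by the cell types (849 at an unadjusted p below 0.05) and 1584 by homozygous and heterozygous hair cells. With a mean of at least 10 the numbers were 3964, 2914 and 20, and with at least 100 heterozygous hair cells had 2580.

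They moved also with the test. DESeq2 called 3148 and 2707 genes in homozygous and heterozygous hair cells, 1939 and 75 in homozygous and heterozygous neurons, with 384 shared by the cell types and 1499 and 71 shared by genotypes in hair cells and neurons. DESeq2 on all genes called 2809, 2649, 1885 and 76. The quasi-likelihood test of edgeR called 741 in homozygous neurons and 49 shared by the cell types, and limma with a trend called 897 in homozygous neurons. Library totals gave 4411 in homozygous hair cells, 39 shared by the cell types and 242 shared by genotypes in hair cells, and TMM gave 11 shared by the cell types. With a block for the replicate number, 0 genes were called in homozygous hair cells (1894 at an unadjusted p below 0.05) and 924 in heterozygous ones. The numbers do not pair the libraries: the deviations from the group means correlated at -0.0486 and 0.0606 in the homozygous and at 0.0792 and 0.0562 in the heterozygous comparison.

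Odds ratios of lists near 1 changed side. In homozygous hair cells with no filter they were 1.21 for stress granule, 1.17 for heat shock, 0.507 for proteasome and 0.304 for respiratory chain genes (adjusted p = 0.00634, Fisher's exact test), and in heterozygous hair cells 0 for proteasome (adjusted p = 0.0302) and 0.166 for respiratory chain genes (adjusted p = 0.00277). With a mean of at least 100, the proteasome list had 0.969 in homozygous hair cells, and in heterozygous ones it had 0.210 (adjusted p = 0.0139, Fisher's exact test) and the respiratory chain list 0.321 (adjusted p = 0.00101). With DESeq2, homozygous hair cells had 0.758 for oxidative stress, 1.08 for autophagy, 0.867 for DNA repair, 0.567 for ribosomal proteins (adjusted p = 0.0551, Fisher's exact test) and 0.962 for the respiratory chain, and heterozygous hair cells 0.707 for ribosomal proteins and 1.477 for the respiratory chain. Homozygous neurons had 1.65 for oxidative stress, 0.0711 for ribosomal proteins (adjusted p = 8.89e-05), 0.339 for proteasome and 0 for respiratory chain genes (adjusted p = 2.40e-06). With edgeR, homozygous hair cells had 1.21 for autophagy, 0.338 for proteasome and 0.623 for respiratory chain genes, heterozygous ones 1.65 for the respiratory chain, and neurons 1.92 for oxidative stress, 0.981 for proteasome and 0 for respiratory chain genes (adjusted p = 0.0299, Fisher's exact test).

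With scaling to library totals, homozygous hair cells had 0.483 for RNA-binding families (adjusted p = 0.000144, Fisher's exact test), 0.404 for stress granule (adjusted p = 0.00560), 1.72 for autophagy and 1.29 for heat shock genes. DNA repair had 1.12 in homozygous neurons, and the respiratory chain had 0.210 (adjusted p = 0.000364) in heterozygous hair cells. TMM gave 0.756 for proteasome and 0.652 for respiratory chain genes in homozygous hair cells. With the GC trend removed, homozygous hair cells had 0.885 for oxidative stress and 0.689 for ribosomal proteins (adjusted p = 0.309, Fisher's exact test), heterozygous ones 0.510 for ribosomal proteins and 1.29 for the respiratory chain, and neurons 1.02 for DNA repair. Over all alternatives, the adjusted p of Fisher's exact test (Benjamini-Hochberg) in homozygous hair cells ran from 0.000144 to 1 for RNA-binding families, 0.00560 to 0.995 for stress granule, 6.55e-05 to 0.949 for ribosomal proteins and 0.00634 to 1 for respiratory chain genes. In heterozygous hair cells it ran from 5.98e-08 to 0.288 for ribosomal proteins, 0.0139 to 1 for proteasome and 0.000364 to 0.344 for respiratory chain genes, and in homozygous neurons from 8.89e-05 to 0.429 for ribosomal proteins and 2.40e-06 to 0.429 for respiratory chain genes.

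Leaving out 1 library changed the numbers as follows. Called genes ran from 0 (without HOM 1, 2693 at an unadjusted p below 0.05) to 1678 (without HOM 2) in homozygous hair cells, and from 661 (without HET 3) to 2698 (without HET 2) in heterozygous ones. They were 0 in homozygous neurons in each of the 3 fits, with between 2200 and 2934 at an unadjusted p below 0.05, and from 0 (139 without AD006) to 2 (without AD007) in heterozygous neurons. Shared genes ran from 0 to 18 (without HOM 2) for the cell types, from 0 (without HOM 1) to 988 (without HET 2) for genotypes in hair cells and from 0 to 1 (without AD007) in neurons. In homozygous hair cells no odds ratio could be computed without HOM 1. Without HOM 2 and without HOM 3, in this order, the odds ratios were 0.642 and 1.22 for RNA-binding families, 0.461 and 2.69 for stress granule, 1.19 and 0.430 for oxidative stress, 1.24 and 0.760 for autophagy, 0.259 and 0.603 for ribosomal proteins, 1.20 and 0.998 for proteasome and 0.990 and 0.567 for respiratory chain genes. In heterozygous hair cells they ran from 0 (without HET 1 or HET 3) to 0.621 (without HET 2) for ribosomal proteins and from 0 (without HET 3) to 1.56 (without HET 2) for the respiratory chain.

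The median of the macrophage markers in homozygous neurons ran from -6.05 to -3.91, that of granule cell markers from -5.81 to -1.04 (and was -4.26 with DESeq2 and -4.25 with edgeR), and that of proliferation genes from -2.82 to -1.47, each without a control. Chd7 ran from -2.77 to -1.06 in homozygous neurons, and -2.10 with DESeq2 was past the threshold (adjusted p = 0.000952, and up to 0.356 over 14 alternatives). It ran from -0.48 to 3.75 in homozygous and from 0.36 to 4.59 in heterozygous hair cells, again set by which control is left out.

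Single genes turned round, most of them with scaling to library totals, where Cbx1 (-0.13), Chd7 (-1.29), Hnrnpa2b1 (-0.74), Hnrnpll (-1.44), Hnrnpr (-0.71), Kdm6a (-0.97), Lef1 (-1.09), Mapk6 (-0.71), Sept7 (-0.25), Sirt2 (-1.77), Sox9 (-0.56) and Suz12 (-0.38) were lower in homozygous hair cells, though above the median of -3.21. Atoh1 in homozygous hair cells was 0.056 with edgeR and 0.050 with TMM. With the GC trend removed, Atoh1 and Tcaf1 in heterozygous hair cells were -0.46 and -0.064, and Neurod1 in homozygous neurons 0.15. Over the values of the reported single genes other than Chd7 under all settings, 1513 stayed on the same side, 231 were weaker, 102 stronger, 56 moved and 16 reversed. Without HOM 1, 44 named genes in hair cells lost their call, and without AD008, AD009 or AD010, 23 in neurons did, with fewer libraries tested.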

Differences from the paper's values

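Alternatives set before the data were examined are kept apart here from alternatives chosen after seeing the values, and no cause is named. Leaving out single libraries was set in advance for numbers of called genes. Directions in hair cells rest on the library labels.

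For homozygous hair cells the paper gives 2437 differentially expressed genes, 1014 upregulated and 1423 downregulated, where limma called 1451, 654 and 797. Of the alternatives set before the data were examined, the total came within 1.5 times of the paper's with no filter (3318), with DESeq2 (3148) and without the library labelled HOM 2 (1678). The upregulated number did so with DESeq2 (1493) and without HOM 2 (731), and the downregulated number with DESeq2 (1655) and a limit of 10 on the mean (1014). The other alternatives set then did not close these gaps. Of those chosen after seeing the values, DESeq2 on all genes gave 2809, 1392 and 1417, the removed GC trend gave a total of 1879 and 1311 downregulated genes, and TMM scaling gave 697 upregulated genes.

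For homozygous neurons the paper gives 1653 genes, 609 upregulated and 1044 downregulated, where limma called 276, 76 and 200. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times (1939, 676 and 1263) and the others did not. DESeq2 on all genes, chosen after seeing the values, gave 1885, 678 and 1207.

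For heterozygotes the paper's numbers were read by eye. In hair cells, downregulated genes are about 930 in Fig. S7 of the paper, where limma called 280. DESeq2 (1020) and leaving out HET 2 (1112) were within 1.5 times, as were DESeq2 on all genes (958) and limma with a mean-variance trend (634), both chosen after seeing the values. In neurons the paper shows about 3 upregulated and about 250 downregulated genes in Fig. S7, read by eye, where limma called 0 and 0, and 236 genes had an unadjusted p below 0.05. DESeq2 gave 3 upregulated genes, and no alternative came within 1.5 times of the downregulated number.

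For genes shared by homozygous hair cells and neurons, Fig. 5b of the paper, read by eye, shows about 13 upregulated in both, about 130 downregulated in both, about 110 higher in hair cells and lower in neurons, and about 17 the reverse. Here these were 0 (99 at an unadjusted p below 0.05), 7, 8 and 2. None of the alternatives set before the data were examined closed these gaps. DESeq2, chosen for overlaps after seeing the values, came within 1.5 times of the paper in the last 3 groups (161 and 25 in the last 2), and no alternative closed the gap for the first. Between homozygotes and heterozygotes, the paper shows about 620 shared downregulated genes in hair cells in Fig. S7, read by eye, and 143 were found here. DESeq2 (687) and leaving out HET 2 (515), both chosen for overlaps after seeing the values, came within 1.5 times. In neurons it shows about 2 shared upregulated and about 180 shared downregulated genes, read by eye, where 0 and 0 were found, with 154 genes at an unadjusted p below 0.05 in both. DESeq2, chosen after seeing the values, gave 3 upregulated ones, and no alternative closed the gap for the downregulated ones.

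Some statements of the paper on single genes also differ. It gives Hnrnpu, Hnrnpa2b1 and Kdm6a as upregulated in homozygous hair cells, and limma did not call them (adjusted p of 0.110, 0.270 and 0.177 with Benjamini-Hochberg adjustment), while DESeq2 did. Of the genes that Fig. 6 shows, limma called 10 of 26 upregulated and 15 of 18 downregulated in hair cells, and 3 of 23 and 5 of 21 in neurons. DESeq2 called 26, 17, 22 and 20 of these, and DESeq2 on all genes, chosen after seeing the values, also gave Prph an adjusted p of 0.0148. Epha3, given as downregulated in homozygous neurons, had an adjusted p of 0.101 with limma and was called by DESeq2. The paper describes loss of Chd7 in hair cells of mutants, and in the libraries labelled HOM 1 and HOM 3 Chd7 lay at 3.50 and 16.0 RPM, above the library labelled CTRL 1 at 2.65. With scaling to library totals, chosen after seeing the values, its log2 fold change was -1.29.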

Other observations

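The tests on sex and on other cell types were chosen before the results were seen, and all other tests in this part were chosen after. Directions in hair cells rest on the library labels.

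A different mix of sexes in the pooled siblings could make genes differ. Of the called genes, 3.24% lay on X or Y in homozygous hair cells (47 of 1451) and 3.62% in homozygous neurons (10 of 276), where 3.87% and 3.54% of the kept genes do, which argues against sex as the cause of most calls. Of the female list, 1 of 2 genes was kept, with a log2 fold change of -1.13 in hair cells and 0.09 in neurons. Of the male list, 3 and 4 of 4 genes were kept, with medians of -0.92 and -1.17. None of these was called, and 1 male gene in hair cells and 2 in neurons had an unadjusted p below 0.05. Adjusted over the list alone, 1 male gene was called in hair cells. Differences in the share of males between pools stay open for these genes.

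Markers of other cell types may mark cells that were sorted together with the neurons. In homozygous neurons, 13 of 78 kept markers of glia, macrophages, blood, mesenchyme and granule cells were called (16.7%, against 1.96% of other genes, p = 5.72e-09, Fisher's exact test). With markers of hair cells and supporting cells added after the values were seen, and without genes of the neuron list, it was 15 of 104 (14.4%). Of 22 macrophage or microglia markers, none of them in another list, 21 were kept, all 21 lower, with a median log2 fold change of -5.03 (-5.02 relative to all genes), 13 called and 19 adjusted over the list alone. The median was -3.91 without AD001 and -6.05 without AD002. The summed markers reached 6084 RPM in AD001 and 1525 RPM in AD002, and at most 188 RPM in any mutant neuron library. By their mean over AD001 and AD002, the most abundant genes were Mrc1 (673 and 219 RPM), C1qb (665 and 155), Lyz2 (518 and 97.2) and Fcer1g (450 and 126). In heterozygous neurons 18 were kept, with a median of -6.62 and 0 called, while 17 had an unadjusted p below 0.05 and 17 passed adjusted over the list alone. A candidate explanation is that the control pools held macrophages or microglia, and that these account for part of the lower genes in neurons. Fewer macrophages in ganglia of mutants would look the same and stays open, as untested.

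Cerebellar granule cell markers were also lower in homozygous neurons: 14 of 18 were kept, 2 of the list are in another list, 13 of 14 were lower, the median was -3.62, 0 were called, 8 had an unadjusted p below 0.05 and 2 passed adjusted over the list alone. The median was -1.04 without AD002 and -5.81 without AD001. The summed markers were 10.4 times higher in control AD002 (1148 RPM) than in control AD001 (110 RPM), and lay between 109 and 171 RPM in the homozygous libraries. By their mean over AD002 and AD001, the most abundant genes were Neurod1 (238 and 12.8 RPM), Zic1 (234 and 1.56), Reln (96.5 and 18.8) and Cbln1 (93.6 and 3.11). Neurod1 is also expressed in the ganglion. Granule cells, or other cells with these genes, in 1 control pool may explain this list, and no biological explanation was tested.

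The other lists in homozygous neurons had these medians: hair cells -1.08 (14 of 21 kept, 12 lower, 1 called), supporting cells -0.91 (19 of 22, 15 lower, 1 called), spiral ganglion neurons 0.48 (24 of 25, 20 higher, 1 called), glia -1.25 (19 of 20, 17 lower, 0 called, 7 with an unadjusted p below 0.05), blood -1.48 (7 of 15, 6 lower, 0 called, 2 with an unadjusted p below 0.05), mesenchyme -0.61 (17 of 19, 13 lower, 0 called, 4 with an unadjusted p below 0.05), immediate early genes -0.98 (22 of 22, 19 lower, 2 called) and proliferation -2.14 (27 of 27, all lower, 4 called). Adjusted over the list alone, 3, 1, 2, 4, 0, 0, 7 and 24 genes of these lists were called. The lists of hair cells, supporting cells, spiral ganglion neurons and glia hold 3, 3, 4 and 3 genes of other lists, and the immediate early list holds 1. The median of the proliferation list ran from -2.82 to -1.47 with 1 library left out.

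In homozygous hair cells, 12.2% of the kept markers of glia, macrophages, blood, mesenchyme and granule cells were called (5 of 41), against 20.1% of other genes (p = 0.245, Fisher's exact test). With markers of supporting cells and spiral ganglion neurons added after the values were seen, and without genes of the hair cell list, it was 11 of 60 (18.3%), against 20.0% (p = 0.872, Fisher's exact test). These values do not exclude such cells, which stay open as a source of some calls. The medians were -0.38 for hair cells (12 kept, 3 called), 0.98 for supporting cells (10, 5 called), 1.93 for spiral ganglion neurons (12, 1 called), 1.46 for glia (9, 0 called, 5 with an unadjusted p below 0.05), -1.45 for macrophages (7, 1 called), -0.27 for blood (5, 0 called, 0 with an unadjusted p below 0.05), 0.52 for mesenchyme (17, 2 called), 3.79 for granule cells (3, 2 called), -0.03 for immediate early genes (19, 2 called) and 0.11 for proliferation (23, 7 called). Adjusted over the list alone, 4, 7, 0, 0, 2, 0, 0, 2, 2 and 8 genes were called. In heterozygous hair cells the 7 kept macrophage markers were all lower, with a median of -3.71 and 2 called.

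The library labelled AD007 of heterozygous neurons holds the reads of the heterozygous hair cell library labelled 2 in all 55421 genes. Its Spearman correlation with the other heterozygous hair cell libraries was at least 0.889, and with the other heterozygous neuron libraries between 0.819 and 0.821. Of 38 genes above 50 RPM in the other neuron libraries and under 1 RPM in the other hair cell libraries, the median level was 0.446% of the neuron level, which argues against a neuron library in the hair cell table. A candidate explanation is that a hair cell library stands in the neuron table. Where the exchange happened was not tested, and no biological explanation was tested.

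In each homozygous hair cell library, 100 genes held between 64.9% and 66.5% of the reads. Pairs of these libraries shared between 34 and 37 of these 100 genes, and 25 were shared by all 3, while pairs in other groups shared between 59 and 90 with AD007 left out. The pairs of AD007 with AD005 and AD006 shared 34, as a hair cell library beside neuron libraries. Uneven amplification of little starting RNA could give this, since the leading genes differ from library to library. An effect of the deletion on the abundant transcripts of hair cells stays open, as untested, for the 25 shared genes.

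Reads may have been carried from other hair cell libraries into the homozygous ones. Of 56 genes with at least 100 reads in heterozygous library 1 and under 0.5 RPM in every other library outside the homozygous hair cells, 53 had reads in the homozygous library labelled 3. Their reads there were 54.7 per 1000 in library HET 1 (95% Wilson interval 50.3 to 59.4, counting error only), and 5.15 and 1.34 per 1000 in the homozygous libraries labelled 1 and 2. The fraction alone does not mark carried reads. With the whole group of a library left out when genes were picked, as was done for the homozygous libraries, it was 132 and 57.7 per 1000 in CTRL 1 and 2, and 211 and 341 in HET 2 and 3. The share of genes found was 94.6% in the homozygous library labelled 3, but 32.1% and 14.3% in those labelled 1 and 2. It was at most 73.7% in any library of another group (AD001), and 18.0% and 19.7% in the controls. The dispersion was 6.39 in the homozygous library labelled 3 and at least 15.4 in other groups. The reads in that library were thus more even, though they still spread more than 1 fraction allows. A mixture of the other hair cell libraries and the neuron libraries, tested on held-out genes, had Spearman correlations of 0.922, 0.860 and 0.953 for the homozygous libraries labelled 1, 2 and 3. These do not set them apart, since other libraries had between 0.577 and 0.953. Within 2 SD of the prediction lay 59.0%, 61.4% and 52.0% of the genes, against between 7.14% and 49.9% in other libraries. It gave heterozygous hair cell libraries 4.16%, 1.84% and 18.8% of the reads of the libraries labelled HOM 1, 2 and 3. For Chd7 it predicted 372 reads in the library labelled 3, which held 317, and 79.2 and 30.8 in those labelled 1 and 2, which held 69 and 19. So the Chd7 reads in homozygous hair cells are consistent with reads of other libraries. Cells that escaped deletion, and transcripts left after it, stay open, as untested.

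The 2 control hair cell libraries show a related pattern. Of 7491 genes, 196 lay over 4 times above the usual ratio in the library labelled CTRL 2 and 0 lay above it in CTRL 1. The SD of the log2 ratio rose from 0.58 in genes of 10 to 30 RPM to 1.65 in genes of 300 to 1000 RPM, while it fell with the level in each pair of heterozygous libraries of hair cells and of neurons, and in the pairs of control and homozygous neurons. It also rose in the 3 pairs of homozygous hair cell libraries, from 2.06 to 4.48, 1.13 to 4.15 and 1.30 to 3.401, but there genes lay on both sides (437 and 357, 190 and 452, 209 and 498). Genes with at least 100 reads in CTRL 1 and under 0.5 RPM in neurons and heterozygous hair cells were sought in CTRL 2. All 39 were found, at 388 per 1000 of their CTRL 1 reads and with a dispersion of 3.72. Pools of the same genotype can share such genes in any case, but between heterozygous hair cell libraries the dispersion lay between 23.2 and 1741. Reads of CTRL 1 in CTRL 2 could give these even reads and the genes on 1 side, and then the 2 controls are not independent. For the rising SD alone, uneven amplification stays open, as untested in the controls. It could bear on every hair cell comparison, since no other control is used here. No biological explanation was tested.

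Of the genes called higher in homozygous hair cells, 131 of 654 (20.0%) were under 1 RPM in both controls, and of those called higher in heterozygous hair cells 565 of 1188 (47.6%), against 1.46% and 0.800% of the other kept genes. Genes picked as higher than these controls would be low in them more often in any case. Of the genes called lower, 6 of 797 and 5 of 280 were under 1 RPM in all mutant libraries. Of the 131 and 565 genes under 1 RPM in both controls, 106 and 523 were above 5 RPM in all heterozygous libraries. Transcripts missing from both control libraries and genes induced in both mutants cannot be told apart, because the 2 controls may share reads and no other control is used here.

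DESeq2 called more genes than limma in all 4 comparisons. In simulated counts with the real spread and 200 genes changed by 2 or 3 on the log2 scale, DESeq2 called 226 unchanged genes beside 145 changed ones in homozygous hair cells, where limma called 0 and 0. With changes of 4 or 6 it called 218 beside 177, and limma 3 beside 106. Calls of unchanged genes may therefore be part of the difference in the real data, and missed genes on the side of limma another part.

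Lower genes outnumber higher ones in homozygous neurons, 200 to 76. With the trend on GC content removed, 250 genes were called, 163 lower and 87 higher, which argues against that trend as the whole cause. Macrophages and proliferating cells in the control pools stay open for part of the lower genes (a median of -5.03 for the macrophage markers), as does an effect of Chd7 loss, which was not tested.

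The hnRNP family lay above other genes in homozygous hair cells, with a median of 2.51 relative to all genes. Its median of 2.26 lay at percentile 75.5 of random lists matched on mean expression, but that mean includes the homozygous libraries and decides nothing. Matched on the heterozygous libraries, which are not compared here, it lay at percentile 99.98, and the random lists had a median of -0.05, which argues against the expression level alone as the cause. Random lists do not keep the correlation between genes of a family: the unadjusted p was 0.000591 with camera, 0.160 with camera and an estimated correlation and 0.0312 with fry. Uneven amplification (at most 37 of the 100 most abundant genes shared by a pair) stays open, as does regulation by Chd7, which was not tested.

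In heterozygous hair cells, the paper's claims do not address these lists. There, 17 upregulated and 3 downregulated of 145 genes of RNA-binding families were called (odds ratio 0.729), 1 and 0 of 20 in the hnRNP family, 8 and 1 of 54 stress granule genes, 7 and 3 of 44 oxidative stress genes, 2 and 0 of 23 autophagy genes, 5 and 2 of 60 heat shock genes and 7 and 1 of 35 DNA repair genes. With fry, the DNA repair list passed the threshold towards higher expression (adjusted p = 0.00198), and no other stress list did. Its adjusted p was 0.896 with camera and 0.953 with camera and an estimated correlation. Of the comparison lists, 2 of 81 ribosomal protein genes were called (odds ratio 0.115, adjusted p = 8.93e-05, Fisher's exact test with Benjamini-Hochberg adjustment), 3 of 34 proteasome genes (0.442) and 8 of 88 respiratory chain genes (0.455, adjusted p = 0.0520).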
